# Assembly and functionality of the ribosome with tethered subunits

**DOI:** 10.1038/s41467-019-08892-w

**Published:** 2019-02-25

**Authors:** Nikolay A. Aleksashin, Margus Leppik, Adam J. Hockenberry, Dorota Klepacki, Nora Vázquez-Laslop, Michael C. Jewett, Jaanus Remme, Alexander S. Mankin

## Abstract

Ribo-T is an engineered ribosome whose small and large subunits are tethered together by linking 16S rRNA and 23S rRNA in a single molecule. Although Ribo-T can support cell proliferation in the absence of wild type ribosomes, Ribo-T cells grow slower than those with wild type ribosomes. Here, we show that cell growth defect is likely explained primarily by slow Ribo-T assembly rather than its imperfect functionality. Ribo-T maturation is stalled at a late assembly stage. Several post-transcriptional rRNA modifications and some ribosomal proteins are underrepresented in the accumulated assembly intermediates and rRNA ends are incompletely trimmed. Ribosome profiling of Ribo-T cells shows no defects in translation elongation but reveals somewhat higher occupancy by Ribo-T of the start codons and to a lesser extent stop codons, suggesting that subunit tethering mildly affects the initiation and termination stages of translation. Understanding limitations of Ribo-T system offers ways for its future development.

## Abstract (web summary)

The tethered ribosome system Ribo-T supports cell proliferation though at a reduced rate. Here the authors show this is due to slower ribosome assembly instead of reduced functionality.

## Introduction

Ribosomes consist of two subunits, small and large (30S and 50S in bacteria). The small subunit interprets the genetic information by selecting aminoacyl-tRNAs cognate to the mRNA codons in the decoding center. The large subunit carries the catalytic peptidyl transferase center (PTC) where amino acids are polymerized into a protein. Small and large subunits unite together at the start codon of a gene to form the 70S ribosome and dissociate again at the stop codon upon completing the synthesis of the encoded protein. The complementarity of the 3′ terminal segment of the 16S rRNA of the small subunit to the Shine–Dalgarno (SD) sequence upstream from the mRNA start codon facilitates the initiation of translation^1^. By altering the SD sequence in an mRNA and introducing a cognate anti-SD (ASD) sequence in the 16S rRNA, it is possible to re-direct a subpopulation of small ribosomal subunits to initiate translation of one specific mRNA species, rendering its expression independent of (orthogonal to) the other cellular genes^2,3^. While making an orthogonal 30S subunit is fairly straightforward, engineering a fully orthogonal ribosome—in which both subunits are dedicated to the production of one specific protein—is a daunting task because of the stochastic nature of the small and large subunit association. And yet, constructing truly orthogonal translation machinery is highly desirable because it could carry out new functions that are beyond the reach of the wild type (wt) ribosome. These tasks could range from incorporating non-canonical amino acids into a protein, to synthesizing genetically-programmed non-proteinaceous polymers and many others^4,5^. The fully-orthogonal translation system could also be a useful tool for addressing fundamental questions about the origin, evolution, and functions of the wild type ribosome.

An important step towards engineering of a fully-orthogonal translation system was our construction of Ribo-T, a ribosome with tethered subunits^6^. A similar, but less optimized, design was also proposed by another group^7^, which was later improved^8^. In Ribo-T, the circularly permuted (cp) 23S rRNA (which constitutes the major RNA scaffold of the 50S subunit) is grafted into the 16S rRNA (the rRNA component of the 30S subunit), thereby generating a hybrid 16S–23S rRNA molecule with the 30S and 50S subunit rRNA moieties connected via two RNA linkers (Fig. 1a, b). In spite of its peculiar design, Ribo-T with an altered ASD (oRibo-T) is capable of functioning as an orthogonal translation machine in the cell which could be evolved for new functions^6,8^. Furthermore, Ribo-T with the wt ASD sequence in its 16S rRNA segment is sufficiently active to support the growth of cells that completely lack wt ribosomes (Ribo-T cells). However, the evolved Ribo-T cells grow at half the rate of the cells with wt ribosomes, which suggests some limitations of the tethered ribosome^6^. Discernibly, the lethargic growth of the Ribo-T cells reflects some specific limitations of the tethered ribosome system. Understanding what those impediments are is important not only for further improvements of the Ribo-T design but also for engineering new variants of the rRNA-based translation machines. We hypothesized that two main limitations could account for the reduced activity of Ribo-T: aberrant biogenesis and/or limited functionality.

**Fig. 1:**
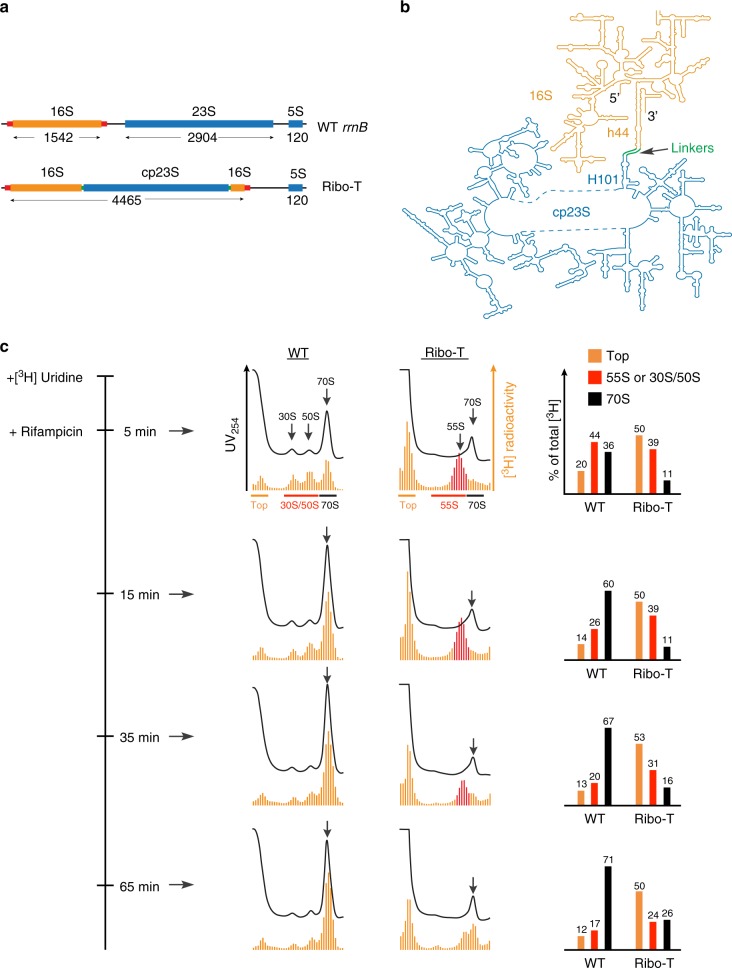
The Ribo-T biogenesis is stalled at a specific stage of assembly. **a** The structures of the *E. coli* wt rRNA operon and Ribo-T (tRNA genes in the 16S/23S rRNA spacer are not shown). The 16S rRNA flanking segments that form the processing hairpin are indicated with red bars. Length of each rRNA in nt is indicated. **b** The schematics of the Ribo-T rRNA shown in the secondary structure diagram depicting the insertion of circularly-permuted 23S rRNA (cp23S) into loop of helix 44 (h44) of the 16S rRNA. The linkers connecting h44 in the 16S rRNA to H101 in the 23S rRNA are indicated. The mature 5′ and 3′ and of the Ribo-T rRNA are marked. **c** Sucrose gradient analysis of Ribo-T and wt ribosomes prepared from cells pulse-labeled with [^3^H] uridine and then treated with rifampicin. The time course of the experiment is indicated on the left. Black traces: the UV_254_ absorbance (the UV peaks representing mature 70S ribosomes are marked by arrows). Orange bars—radioactivity (the 55S Ribo-T assembly intermediates are indicated as red bars). Bar graphs on the right indicate the relative amounts of radioactivity (% of the total radioactivity) on the top of the gradients (orange), in Ribo-T 55S assembly intermediates or 30S/50S subunits (red) or in 70S ribosomes (black). The fractions used for calculation of the corresponding radioactivity values are indicated at the “5 min” gradients. Source data for panel **c** can be found in the Source Data file

Every cell in a rapidly growing *Escherichia coli* culture needs to put together approximately 70,000 ribosomes during the doubling period^9^ and it has been demonstrated that there is a direct correlation between the rate of ribosome assembly and cell growth^10,11^. Ribosome biogenesis includes multiple delicately coordinated and intricately intertwined steps including transcription of rRNA operons (composed of the 16S, 23S, and 5S rRNA genes) and the initial co-transcriptional folding of the primary rRNA transcript, multi-step nucleolytic processing and chemical modification of specific rRNA residues, production of ribosomal proteins (r-proteins) that, in some cases, contain posttranslational modifications, ordered step-wise association of the primary transcript with r-proteins, and final adjustment of the ribosomal subunit structure into the functionally-active state (reviewed in ref. ^12^). The intricate process of ribosome biogenesis is assisted by a number of protein factors, many of them with poorly understood functions^12–14^.

The permuted arrangement of rRNA sequences in Ribo-T may alter its ability to rapidly assemble into a complex macromolecular machine. The general order of transcription of the Ribo-T rRNA parts significantly deviates from the transcription of the wt rRNA operon, mostly because the 3′ segment of the 16S rRNA cannot be synthesized until transcription of the entire cp23S rRNA sequence is completed (Fig. 1a, b). Furthermore, the order of synthesis of the cp23S rRNA sequence within the Ribo-T RNA structure is different from that of the wt 23S rRNA (Fig. 1a, b). The altered path of the cp23S rRNA transcription may impact important steps of large subunit biogenesis, disrupting rRNA folding, the introduction of posttranscriptional modifications (PTMs) or the incorporation of r-proteins. Ribo-T maturation could be additionally affected by an imbalanced production of r-proteins and assembly factors due to the altered functionality of the translation apparatus in the Ribo-T cells.

Reductions in functional activity could also lead to the observed diminished rate of protein synthesis and slow growth of the Ribo-T cells. Every step of translation, from initiation, which is normally driven by interactions of the isolated small subunit with mRNA and tRNA, to elongation, which involves inter-subunit rotation, and to termination and recycling, which require splitting of the 70S ribosome, could be negatively affected in Ribo-T. However, the possibly altered functionality of the tethered ribosome at any of these steps has yet to be studied.

In order to find out which specific aspects of biogenesis or functioning of the tethered ribosome might account for the slow growth of Ribo-T cells, we examined Ribo-T assembly and analyzed its protein synthesis capabilities in vivo. We found that the Ribo-T assembly is notably slowed compared to wt ribosomes and likely plays the dominant role in impeding the growth of the Ribo-T cells. Our results illuminate further ways for Ribo-T optimization and underscore opportunities for ribosome engineering.

## Results

### The assembly of Ribo-T is slow

We examined the course of Ribo-T assembly by pulse-labeling cells with [^3^H]-uridine, abolishing new rounds of transcription by the addition of rifampicin and following incorporation of radioactivity into Ribo-T particles by sucrose gradient centrifugation. As expected, in the control cells, wt ribosomes assemble rapidly: even at the first time point (5 min after addition of [^3^H]-uridine to the cells), a significant fraction of radioactivity was already associated with the 30S and 50S subunits or with the 70S ribosomes, and by 15 min most of the radioactivity was in the 70S ribosome peak (Fig. 1c). In contrast, essentially no newly transcribed rRNA could be found in the Ribo-T 70S peak at the 5 or 15 min time points, but instead radioactivity was found in the particles sedimenting at ~55S. Radioactive rRNA could be first detected in the Ribo-T 70S peak 35 min after addition of [^3^H]-uridine to the culture, and more radioactivity shifted from the 55S material into the 70S peak after additional 30 min. However, unlike wt ribosomes, a substantial amount of [^3^H]-uridine remained associated with the 55S–60S fraction or was found at the top of the gradient (Fig. 1c) even at the 65 min time point. Besides the 55S peak, no other intermediates with distinct sedimentation characteristics were observed in the Ribo-T cells, suggesting the existence of a single assembly bottleneck.

Taken together, our results showed that the Ribo-T biogenesis is significantly impeded compared to the wt ribosome primarily due to a slow conversion of the 55S assembly intermediates into mature 70S Ribo-T particles and possible formation of the dead-end assembly products that eventually degrade without being converted into functional Ribo-T. Thus, imperfect Ribo-T maturation is one of the factors that likely curtail its ability to support fast cell growth.

### Distinct Ribo-T rRNA residues remain under-modified

PTMs play an important role in the biogenesis and function of the ribosome^15,16^. Introduction of PTMs in rRNA could serve as checkpoints to ensure the appropriate sequence of ribosome assembly steps^17,18^. Because our pulse-labeling experiments indicated that Ribo-T biogenesis is stalled at a specific stage of the assembly and because Ribo-T functionality is diminished compared to wt ribosomes^6^, we wondered whether the required rRNA PTMs are properly represented in the precursors and in the mature Ribo-T.

Although no distinct 55S peak could be observed in the sucrose gradient UV profile of unlabeled Ribo-T (Fig. 1c), indicating that the steady-state level of the Ribo-T assembly intermediates is not very high, the Ribo-T UV peak in the preparative isolation experiment was asymmetric exhibiting the presence of a trailing light shoulder (LS) (Fig. 2a). We surmised that the leading shoulder of the 70S peak contains the fully-assembled Ribo-T whereas the trailing shoulder is likely enriched in the stalled assembly intermediates. Therefore, for the subsequent experiments we arbitrarily separated the Ribo-T peak into the LS and heavy shoulder (HS) fractions (Fig. 2a) and individually analyzed their PTM content by HPLC^17^ (see Source Data file).

**Fig. 2:**
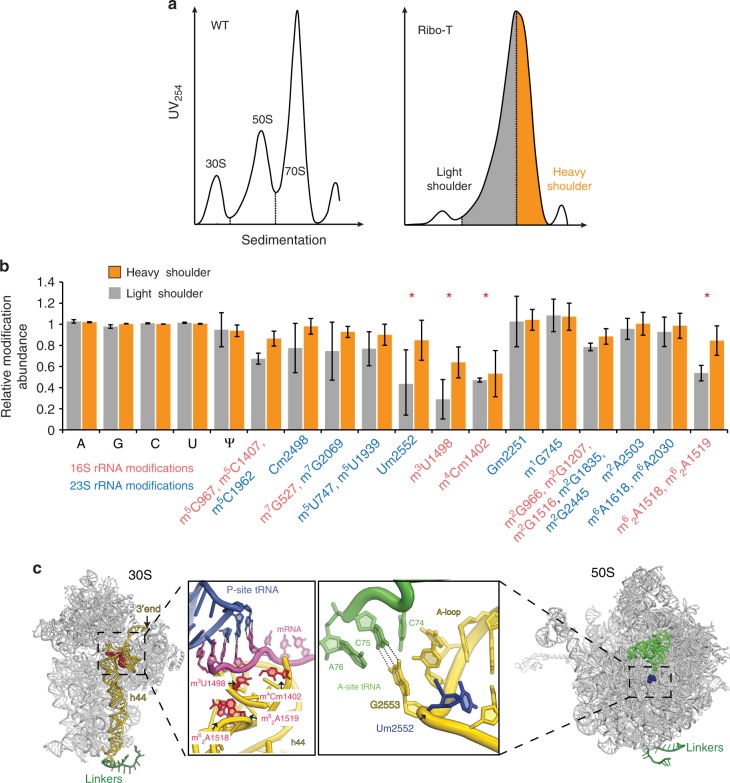
Specific posttranscriptional modifications are underrepresented in Ribo-T assembly intermediates. **a** Sedimentation profiles (A_254_) of wt ribosomes and Ribo-T. The light shoulder (gray) and heavy shoulder (orange) material of the Ribo-T peak were collected and analyzed separately. **b** The presence of PTMs in Ribo-T rRNA relative to the wt rRNA. The small subunit PTMs are marked in red, the large subunit PTMs are shown in blue. PTMs present in the LS material at a ≤0.6 level in comparison with the mature wt ribosomes are indicated with the asterisks. Error bars represent deviation from the mean (*n* = 4). **c** The location of the under-modified residues in the small (left) and large (right) subunits of Ribo-T. P-site tRNA (P-tRNA) is blue, A-site tRNA (A-tRNA) is green, and mRNA is colored magenta. Source data for panel **b** are provided in the Source Data file

While all the known ribosome PTMs amenable to our analysis could be detected in Ribo-T rRNA, some of them were present in a reduced amount in the LS material that is presumably enriched with immature Ribo-T precursors (Fig. 2b). In particular, four of the 16S rRNA PTMs (m^3^U1498, m^4^Cm1402, and m^6^_2_A1518/m^6^_2_A1519) and one 23S rRNA modification (Um2552) (Fig. 2c) were notably underrepresented in the Ribo-T assembly intermediates (marked by asterisks in Fig. 2b). In the HS material, corresponding to mature Ribo-T, dimethylation of A1518/A1519 in the 16S rRNA and modification of Um2552 in the 23S rRNA were notably increased, whereas the modification of two 16S nucleotides, U1498 and C1402, still remained below 70% (Fig. 2b). The individual absence of any of the latter 16S rRNA modifications does not substantially affect fitness of wt *E. coli* cells^19,20^ and by extrapolation, the lack of these PTMs is not expected to importantly impair Ribo-T functionality.

While underrepresentation of particular 16S rRNA PTMs is not expected to be the major culprit of the slow growth of Ribo-T cells, the incomplete 2′-methylation of U2552 in the 23S rRNA, which is present at 40% in the Ribo-T LS material (Fig. 2b), could be an important factor. It has been shown that *E. coli* cells deficient in the activity of the methyltransferase RlmE responsible for this modification accumulate assembly intermediates of the large ribosomal subunit lacking several r-proteins^21,22^. Therefore, in order to explore whether incomplete modification of U2552 in Ribo-T intermediates complicates the association of particular r-proteins impeding late maturation steps, we analyzed the protein composition of the material in the LS and HS fractions of the Ribo-T peak.

### Some proteins are underrepresented in Ribo-T assembly intermediates

The protein content of the LS and HS components of the Ribo-T peak (Fig. 2a) was analyzed by mass-spectrometry (Fig. 3a). Two small subunit proteins, bS1 and bS21, and nine large subunit proteins, uL14, uL16, bL19, bL28, bL32–bL36 (marked by asterisks in Fig. 3a), were present in less than half of their stoichiometric amounts in the LS fraction enriched in assembly intermediates. Additionally, both of the 30S proteins (bS1 and bS21) remained notably underrepresented in the mature Ribo-T (HS material) (Fig. 3a). Protein bS1 is known to be loosely bound to the 30S subunit^23^ and could be easily lost during Ribo-T isolation. Protein bS21, which is one of the late assembly proteins^24,25^, binds in the vicinity of the 3′ minor domain of the 16S rRNA, whose accommodation into the Ribo-T structure could be delayed (Fig. 3b). However, the bS21-encoding gene *rpsU* is not essential in *E. coli*^26^ and the paucity of this protein in the mature Ribo-T is not expected to have a dramatic effect on its activity.

**Fig. 3:**
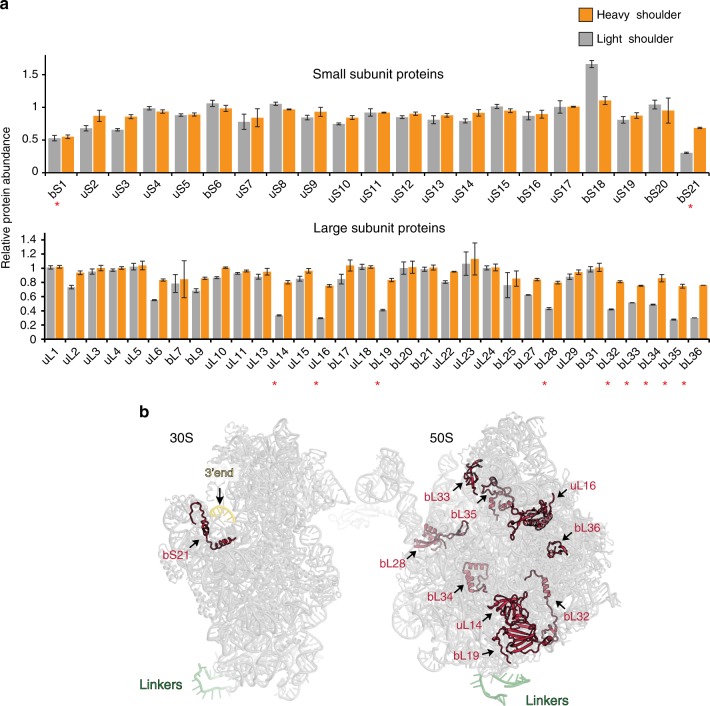
Specific ribosomal proteins are lacking in the Ribo-T precursor. **a** The results of the quantitative proteomics analysis of the presence of individual r-proteins in mature Ribo-T (the heavy shoulder material) and assembly intermediates (the light shoulder material) from the Ribo-T peak. Red asterisks indicate those r-proteins that are reproducibly underrepresented in the Ribo-T assembly intermediates (less than 60% of the wt 70S ribosome control). Source data are provided in the Source Data file. Error bars represent deviation from the mean (*n* = 2). **b** Location of the underrepresented proteins (red) in the small and large ribosomal subunits

A subset of the 50S proteins lacking in the Ribo-T precursor (uL16, bL19, bL28, bL35, and bL36) (Fig. 3b) were previously found to be underrepresented or even completely lacking (bL36) in the assembly intermediates accumulated when the U2552 methylation was abolished in wt *E. coli* cells^21,22^. Thus, the sluggish modification of U2552 during Ribo-T assembly could be the key factor that delays the incorporation of these proteins, resulting in the accumulation of the assembly intermediates. In agreement with this notion, the protein content of the large subunit was nearly completely restored in the mature Ribo-T (Fig. 3a).

### Delayed processing of Ribo-T rRNA ends

Nucleolytic processing of the rRNA primary transcript and generation of the mature rRNA ends are important steps of the ribosome biogenesis required for the formation of functionally-active ribosomal particles^27,28^. Therefore, we asked whether the unusual architecture of Ribo-T and the detected problems in its biogenesis may affect the maturation of the rRNA ends.

For these experiments, we analyzed the total rRNA extracted from exponentially growing wt or Ribo-T cells. When the extent of the 5′ end processing was interrogated by primer extension, we noted a long extension product in the Ribo-T sample that was absent in wt (red arrowhead in Fig. 4a, b, see also Supplementary Fig. 1a). This product represents the precursor extending beyond the RNase III cut sites (green arrowheads in Fig. 4a), indicating that cleavage by RNase III, which requires the formation of the processing step, is more sluggish in the case of Ribo-T. Noteworthy, in spite of the presence of a longer extension product, the cDNA band representing the RNase III-generated precursor (green arrowhead in Fig. 4b) was more pronounced in the Ribo-T sample compared to the wt control (28% vs. 6%). Accumulation of this precursor suggests that the processing steps subsequent to the RNase III cleavage (involving the activity of RNases E and G) (gray and cyan arrows in Fig. 4a), could be more problematic during Ribo-T rRNA maturation. Qualitatively similar results were obtained when these experiments were performed on RNA extracted from the LS and HS of the Ribo-T peak (Fig. 2a), except that the precursor-enriched LS material contained more 5′-unprocessed rRNA in comparison with mature Ribo-T from the HS fraction (Supplementary Fig. 1).

**Fig. 4:**
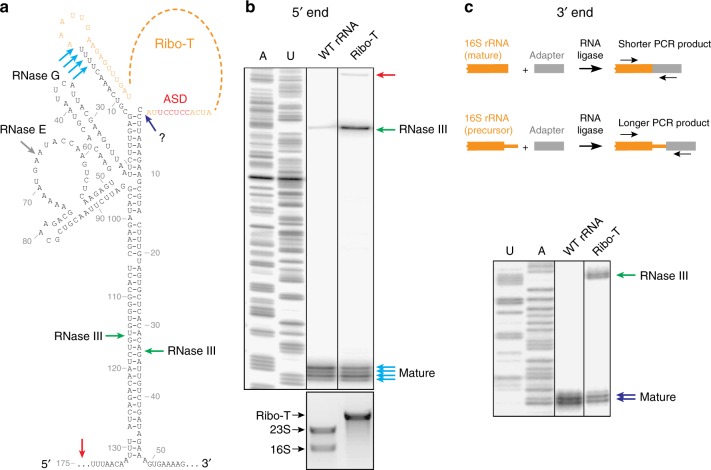
Processing of the Ribo-T rRNA ends is delayed. **a** Putative secondary structure of the 16S rRNA (and Ribo-T rRNA) flanking regions^62^. The rRNA processing cleavage sites and the corresponding known nucleases are indicated. The nuclease responsible for the final steps of the 3′ end processing is unknown (a question mark). The wt ASD is indicated in red. **b** Analysis of the 5′ end processing by primer extension. The primer extension product representing rRNA template generated by RNase III cleavage is indicated with the green arrow. Red arrow indicates the cDNA product generated on the template that remains uncleaved by RNase III. The U- and A-specific sequencing reaction were generated using pAM552 plasmid carrying *rrnB* operon^6^ as a template. The agarose gel at the bottom shows the long rRNA species present in the cells from which the corresponding rRNA was prepared for the analysis. **c** Top: the scheme of the 3′ RACE experiment. Bottom panel: analysis of the 3′ RACE PCR products in the sequencing gel. The DNA bands representing mature rRNA and the rRNA species generated by the RNase III cleavage are indicated by the blue and green arrows, respectively. The U- and A-specific sequencing reactions, used as a ruler, were generated using pAM552 plasmid^6^ as a template. Source data are provided in the Source Data file

We next compared the processing of the 3′ end of wt 16S rRNA and Ribo-T by 3′ RACE^29^. Following ligation of an adapter rRNA to the 3′ end of 16S rRNA and performing PCR reactions with 16S rRNA- and adapter-specific primers, the sizes of the resulting DNA were analyzed in a denaturing gel (Fig. 4c, see also Supplementary Fig. 1a) and verified by Sanger sequencing. In contrast to the wt control, where only short PCR products corresponding to the mature 16S rRNA end was detected, the intensity of the DNA bands representing an RNase III-generated processing intermediate was comparable to that of the band corresponding to the mature Ribo-T rRNA (Fig. 4c, green and blue arrows, respectively). Thus, similar to the 5′ end processing, the final trimming of the Ribo-T rRNA 3′ terminus is less efficient in comparison with wt 16S rRNA and a significant fraction of Ribo-T rRNA carries a 3′-extension.

In conclusion, investigation of the Ribo-T biogenesis showed the existence of an assembly bottleneck resulting in a slow conversion of precursors into mature Ribo-T. Thus, inefficient assembly emerged as one important factor that could be responsible for the slow growth of the Ribo-T cells.

### Altering ASD does not change the final rRNA processing point

Because one of the possible Ribo-T applications is its use as an orthogonal translation system^6^, we also tested how altering the ASD sequence would affect the maturation of the Ribo-T rRNA 3′ end. The wt ASD CCUCCU (shown in red in Figs. 4a and 5a) was changed to an oASD sequence UUGUGG (shown in blue in Fig. 5a) and the resulting orthogonal Ribo-T (oRibo-T) was expressed in the *E. coli* strain SQ171^30^ that maintains expression of wt ribosomes. As a control, we also expressed in the same host the dissociable ribosome carrying the same oASD in its 16S rRNA. By using wt- and oASD-specific forward PCR primers, we were able to distinguish and directly compare processing of the 3′ends of wt 16S rRNA and oRibo-T rRNA (Fig. 5a). Changing the ASD sequence did not alter the final processing point and as a result mature o16S rRNA or mature oRibo-T rRNA ended with the adenine residue corresponding to the 3′-terminal A1542 of the wt 16S rRNA. While altering 16S rRNA ASD sequence compromised the 3′ end processing (Fig. 5a, lane 4) it did not further exacerbate the already slow 3′ end processing of Ribo-T (compare Figs. 4c and 5a, lane 3). Altering the ASD sequence had negligible effect on the processing of the rRNA 5′ end (Fig. 5b). Thus, rRNA maturation in oRibo-T does not present additional problems when compared to Ribo-T constructs containing the wt ASD sequence.

**Fig. 5:**
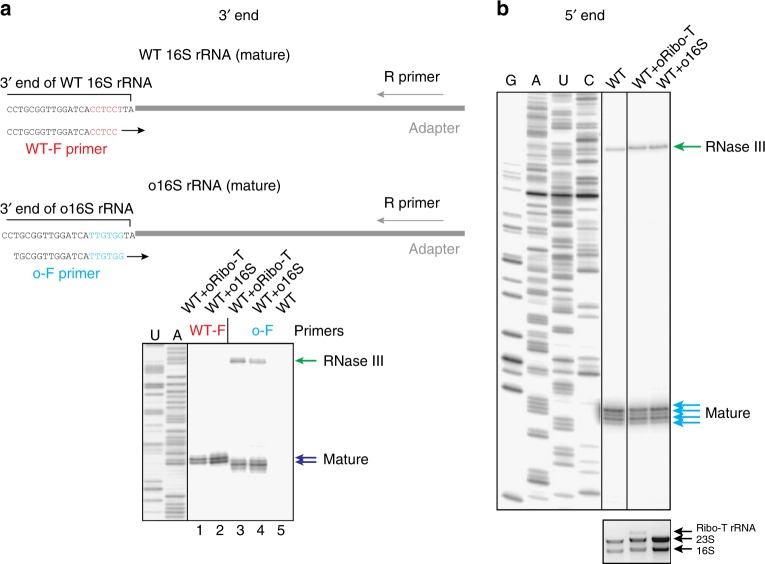
The ends of orthogonal Ribo-T and 16S rRNA are properly trimmed. **a** Top: the scheme of the ASD-specific 3′ RACE experiment. Forward PCR primers specific for wt ASD (wt-F) or oASD (o-F) were used at the PCR step of the 3′ RACE procedure to distinguish the processing of the corresponding rRNA species. The wt SD sequence is shown in red and orthogonal SD sequence is shown in blue. Bottom: Analysis of the 3′ RACE PCR products in the sequencing gel. Note that all the cells used for the preparation of rRNA contained wt ribosomes in addition to oRibo-T or o16S rRNA. PCR products generated using the wt-F/R primer combination reveal the processing of wt 16S rRNA; PCR products generated using the o-F/R primer combination reveal the processing of oRibo-T or o16S rRNA. Lanes 1 and 2: analysis of wt 16S rRNA processing; lanes 3 and 4: analysis of oRibo-T or o16S rRNA processing. The lack of the DNA bands in lane 5, where the sample did not contain orthogonal rRNA, confirms specificity of the o-F PCR primer for the o-rRNA. The difference in migration of the PCR products generated on the wt or orthogonal templates is due to the different lengths of the WT-F and o-F primers. **b** Analysis of the 5′ end processing of a mixture of wt and orthogonal rRNA by primer extension. Note, that the DNA primer used to prime cDNA synthesis does not discriminate between wt and orthogonal rRNA species (see Supplementary Fig. 1a). In **b**, the agarose gel representing long RNA species is shown below the sequencing gel. Source data are provided in the Source Data file

### Ribo-T can efficiently translate *E. coli* genes

In spite of the stalled assembly, a sufficient amount of functionally-active mature Ribo-T is generated in the cell to support cell growth. Nevertheless, the functional properties of the fully-assembled Ribo-T may differ from those of wt ribosomes. This can be due to the incomplete PTM of some of the rRNA residues (Fig. 2b), the incomplete incorporation of some ribosomal proteins (Fig. 3), or the incomplete trimming of the Ribo-T 16S rRNA ends (Fig. 4). However, the main factor that could complicate Ribo-T functionality is the presence of the artificial intersubunit linkers, because they could restrict the rotational dynamics of the subunits.

In order to assess the Ribo-T functionality in the living cell, we employed ribosome profiling (Ribo-seq)^31–33^ to examine translation in the exponentially growing *E. coli* cells expressing either Ribo-T or wt ribosomes. In parallel, we also collected RNA-seq data that made it possible to control for changes in the cellular transcriptome and to test whether any genes showed differential translation efficiency in cells expressing Ribo-T compared to dissociable ribosomes. 

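Ribo-seq and RNA-seq libraries were prepared from the same lysates of 2 Ribo-T cultures and 2 wt cultures, 8 libraries in all. In Ribo-seq, the mRNA fragments protected by ribosomes from nuclease digestion are sequenced, so that the number of reads on a gene follows how often it is being translated, while RNA-seq of fragmented total RNA follows the amount of its mRNA. The Ribo-T cells were E. coli SQ171fg, an MG1655 derivative whose rRNA comes from a plasmid, carrying pRibo-T. The wt cells were the same strain carrying pAM552, whose rrnB operon has the A2058G mutation that Ribo-T also has. The cultures were grown at 37 °C with 0.2% glucose and harvested at an A600 of 0.5. The paper gives 2 flasks of 200 ml per culture, whereas the sample labels give 3 flasks of 100 ml. The authors trimmed the reads, aligned them to the MG1655 genome, assigned each read by its 3′ end, with an offset of 16 nt in the paper and 15 nt in the sample labels, and kept 1596 genes with sufficient coverage in all 4 Ribo-seq libraries. For these genes they deposited RPKM values for both assays and the ratio of the Ribo-seq to the RNA-seq RPKM of each culture, the translation efficiency. For 4203 coding sequences they also deposited TPM values and estimated counts from a pseudo-alignment of the RNA-seq reads, both divided by a factor per library. From these tables, log2(RPKM + 1) and log2(TPM + 1) were compared between Ribo-T and wt cells with limma, which moderates the spread of each gene toward that of all genes, with Benjamini-Hochberg adjustment. The thresholds for Ribo-seq were those of the paper, a change of more than 2-fold and an adjusted p under 0.02, and they were also used for RNA-seq. For translation efficiency, for which the paper's text names no threshold, an adjusted p under 0.05 was used. RNA-seq was tested over the 4161 genes with a mean of at least 1 TPM. A fold change on these scales understates the change of genes with low values. The choices that could change the numbers include the scaling between libraries, the test, and for RNA-seq the value added before taking logarithms (the pseudocount). For RNA-seq and translation efficiency they also include the use of the replicate numbers shared by the strains.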

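Across the 1596 high-coverage genes, the log2 Ribo-seq RPKM values of the 2 wt cultures had a Pearson correlation of 0.998, and those of the 2 Ribo-T cultures one of 0.996. The median absolute log2 difference between replicates was 0.09 in wt cells and 0.08 in Ribo-T cells, and 2 and 10 genes, respectively, differed by more than 2-fold. In RNA-seq, the correlations were 0.997 for wt and 0.994 for Ribo-T, with 1 and 13 genes beyond 2-fold. Between the means of the strains, the median absolute log2 difference was larger, 0.35 in Ribo-seq and 0.27 in RNA-seq. These correlations are across genes, which are not independent replicates. The read counts of replicate libraries differed by more than counting noise, which would give a chi-square of 1 per degree of freedom. It was 47.3 for wt and 41.1 for Ribo-T in Ribo-seq, and 3.15 and 6.42 in RNA-seq.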

The Ribo-seq and RNA-seq experiments were carried out in two biological replicates that generated highly converging results (Supplementary Fig. 2). After filtering the reads mapping to the stable RNA genes, 14–26 million reads were mapped to the *E. coli* (MG1655) genome in the Ribo-seq datasets, whereas RNA-seq experiments generated 5.1–7.6 million mapped reads (Supplementary Table 1).

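The read total behind the RPKM values of each library can be recovered. The RPKM of a gene times its length is a whole multiple of the worth of 1 read. Between 99.2% and 99.4% of the values of a library came out as whole reads on a scale of reads per kilobase per 10 M reads. The totals were 24352163 and 16772907 reads in the wt Ribo-seq libraries and 13044283 and 14807898 in the Ribo-T libraries. In RNA-seq they were 4123236 and 3904392 for wt and 4237880 and 3057141 for Ribo-T. The estimated counts of the pseudo-alignment summed to 4735236 and 4457943 for wt and to 4882235 and 3531280 for Ribo-T. The paper's own ranges are 14 to 26 M mapped reads for Ribo-seq and 5.1 to 7.6 M for RNA-seq. These are reads mapped to the genome, whereas the estimated counts cover coding sequences only. Which reads the RPKM totals count is not stated, so they may be unlike the paper's measure. The values used here rest on the recovered totals. The median high-coverage gene had between 1526 and 2873 reads per Ribo-seq library but between 416 and 551 per RNA-seq library. The gene with the fewest reads had 68 in a Ribo-seq library and 1 in an RNA-seq library.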

We used the Ribo-seq data to analyze the translation of individual genes (Fig. 6a). 

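Of the 1596 genes, 1417 (88.8%) differed by no more than 2-fold between Ribo-T and wt cells in Ribo-seq. The median log2 fold change was 0.01, and the range from the 5th to the 95th percentile of the genes lay between -1.05 and 1.00. The Spearman correlation across genes of the mean RPKM of the strains was 0.905, and it was 0.996 between the wt replicates and 0.990 between the Ribo-T replicates. The Pearson correlation of the log2 values was 0.946. By limma, many changes under 2-fold exceeded the spread between replicates, since 922 genes had an adjusted p under 0.02 at any size of change. In the authors' deposited table, whose per-gene test does not share the spread between genes, 111 genes did.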

While the translation level of the majority of the genes was similar in Ribo-T and wt cells, there were changes in the relative expression of several genes. In Ribo-T cells, 17 genes showed more than a 2-fold up-shift in expression at a statistically-significant level (Student’s *t*-test, false discovery rate (FDR) corrected *p* < 0.02) and 38 genes were down-regulated more than 2-fold (Supplementary Fig. 3a and Supplementary Table 2). 

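With limma on log2(RPKM + 1), 82 genes were more than 2-fold higher in Ribo-T cells and 97 more than 2-fold lower at an adjusted p under 0.02. Every gene past the 2-fold threshold also passed the test, so that the fold threshold set these counts. They moved most with a per-gene test that takes the spread of each gene from its 2 against 2 libraries alone. On linear RPKM it gave 18 higher and 30 lower genes, and on log2 RPKM, a scale chosen after the data were seen, 17 and 38, all of them among the 82 and 97. With the replicate number as a block, where limma gave every gene the same standard error, the counts were 82 and 97 again, and the correlation of same-numbered cultures was 0.044. Centring each library on its median moved the log2 fold change of every gene by 0.08 and gave 105 higher and 78 lower genes. Scaling to the genes other than r-protein genes moved all genes nearly alike, by a median of -0.13, and gave 50 higher and 124 lower genes. The balance of higher and lower genes thus follows the choice of zero, and these 2 scalings leave the genes as they were relative to each other. In the authors' deposited table, 17 genes are higher and 38 lower at the same thresholds, and they too were all called here by limma. The largest rises were those of yhhQ, bhsA, deaD, uspG and ydhR, the last with a log2 fold change of 2.00. The largest falls in log2 fold change were those of pyrB (-4.29), pyrI (-4.07), treB (-3.22), yncE (-3.14) and aspA (-2.85). For pyrB (b4245, positions 4471460 to 4472395 of the MG1655 genome), the RPKM was 7657 ± 551 (SD, n = 2) in wt cells and 390 ± 8.39 (SD, n = 2) in Ribo-T cells, with an adjusted p of 8.1e-08 by limma.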

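The genes bhsA (b1112, positions 1169073 to 1169330 of the MG1655 genome), uspG (b0607, positions 641439 to 641867), uspF (b1376, positions 1435185 to 1435619) and yefM (b2017, positions 2089462 to 2089713) were all higher in both Ribo-T libraries than in both wt libraries. The Ribo-seq RPKM of bhsA was 2925 ± 43.1 (SD, n = 2) in Ribo-T cells and 483 ± 0.497 (SD, n = 2) in wt cells, with a log2 fold change of 2.60 (standard error 0.07, adjusted p = 4.8e-07 by limma). For uspG, the RPKM was 5156 ± 3.42 (SD, n = 2) against 1153 ± 72.2 (SD, n = 2), with a log2 fold change of 2.16 (standard error 0.08, adjusted p = 1.9e-06 by limma). The log2 fold changes of uspF and yefM were 1.68 (adjusted p = 3.7e-06 by limma) and 1.18 (adjusted p = 1.1e-05 by limma). With each library left out in turn, the 4 log2 fold changes lay between 1.16 and 2.61. In RNA-seq, bhsA and uspG rose by 1.87 and 1.44 on the log2 scale of TPM, with adjusted p-values of 0.016 and 0.00503 by limma. The changes of uspF, 0.98 (adjusted p = 0.0348 by limma), and yefM, 0.41 (adjusted p = 0.073 by limma), did not pass 0.02 as TPM. As RNA-seq RPKM over the 1596 genes their adjusted p-values did, with log2 fold changes of 1.13 (adjusted p = 0.00115 by limma) and 0.58 (adjusted p = 0.00789 by limma).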

A number of the up-regulated genes (e.g., *bhsA, uspG, uspF, yefM*) encoded proteins related to stress response, which is not surprising given the slow growth rate of Ribo-T cells. Noteworthy, the products of several up-regulated genes are related to ribosome biogenesis or translation. For example, helicase DeaD involved in ribosome biogenesis is expressed >5 times in Ribo-T cells (Fig. 6a and Supplementary Table 2). 

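The Ribo-seq RPKM of deaD (b3162, positions 3305971 to 3307860 of the MG1655 genome) was 46472 and 48506 in the Ribo-T libraries and 8681 and 9699 in the wt libraries. The means, 47489 ± 1438 (SD, n = 2) and 9190 ± 720 (SD, n = 2), differ 5.17-fold, which is a log2 fold change of 2.37 (standard error 0.08, adjusted p = 1.9e-06 by limma). With each library left out in turn, the log2 fold change lay between 2.29 and 2.45.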

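For obgE (b3183, positions 3330582 to 3331754 of the MG1655 genome), the Ribo-seq RPKM was 6281 ± 103 (SD, n = 2) in Ribo-T cells and 1924 ± 63.3 (SD, n = 2) in wt cells. The ratio of the means was 3.26, with a log2 fold change of 1.71 (standard error 0.07, adjusted p = 3.3e-06 by limma). The difference far exceeded that between replicates in either strain.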

Another assembly factor, ObgE, is overexpressed by ~3.3-fold (Supplementary Table 2). This trend is driven by an increased mRNA abundance (likelihood ratio test, FDR corrected *p* < 0.001, Supplementary Fig. 3a,b and Supplementary Data 2) and likely reflects an attempt of the Ribo-T cells to compensate for the somewhat reduced protein synthesis rate caused by the slow ribosome assembly. 

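In RNA-seq, deaD had 1560 ± 73.1 (SD, n = 2) TPM in Ribo-T cells and 420 ± 5.87 (SD, n = 2) TPM in wt cells, with a log2 fold change of 1.89 (standard error 0.09, adjusted p = 0.00286 by limma). The TPM of obgE was 253 ± 10.4 (SD, n = 2) against 128 ± 2.23 (SD, n = 2), with a log2 fold change of 0.98 (standard error 0.09, adjusted p = 0.00922 by limma). In the authors' deposited table, the q-values of the likelihood-ratio test are 3.8e-04 for deaD and 8.9e-04 for obgE. The translation efficiency of deaD rose by 0.47 and that of obgE by 0.69 on the log2 scale. Both were called by limma over the 1596 genes, with adjusted p-values of 0.0174 and 0.00727, and neither with the replicate number as a block, with 0.0524 and 0.0505. Over all 4161 genes tested, limma called 41 mRNAs more than 2-fold higher and 130 more than 2-fold lower in Ribo-T cells at an adjusted p under 0.02. With the replicate number as a block, 0 mRNAs were called in either direction, with a lowest adjusted p of 0.0308 and 1449 mRNAs at an unadjusted p under 0.05, and the correlation of same-numbered cultures was -0.005. Without the block, a pseudocount of 10 gave 24 higher and 90 lower mRNAs, edgeR's quasi-likelihood test on the rounded estimated counts 66 and 149, and RNA-seq RPKM over the 1596 genes 34 and 50. The largest rise was that of yhhQ, followed by azuC (2.94), sgrT (2.25) and yrbN (2.00) and then deaD, as log2 fold changes of TPM. The short genes azuC (87 bp), sgrT (132 bp) and yrbN (81 bp) overlap azuR, sgrS and deaD, in that order. Their reads may in part be those of the overlapping genes, and the rises of yrbN and deaD may not be separate. The largest falls were those of btsT (-5.65), malE and then malK (-4.49), cirA (-3.83) and lamB (-3.76).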

The most strongly activated gene in Ribo-T cells was *yhhQ* (>40-fold) (Fig. 6a, Supplementary Fig. 3a, Supplementary Table 2 and Supplementary Data 1). 

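The gene yhhQ (b3471) lies at positions 3609217 to 3609882 of the MG1655 genome, between tusA and dcrB. Its Ribo-seq RPKM was 12715 and 12372 in the Ribo-T libraries and 264 and 301 in the wt libraries. The ratio of the means was 44.4, with a log2 fold change of 5.47 (standard error 0.09, adjusted p = 4.3e-08 by limma), the largest rise among the 1596 genes. With each library left out in turn, the log2 fold change lay between 5.38 and 5.57, and with each library centred on its median it was 5.55. The mRNA levels of the 3 genes on each side changed less. On the log2 scale of TPM the changes were -0.31 for yhhN, -0.24 for zntA, -0.22 for tusA, 0.82 for dcrB, 0.31 for yhhS and 0.00 for yhhT. Of these, dcrB, which lies 72 bp from yhhQ, had an adjusted p under 0.02 by limma (0.0123).

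**Figure D1:**
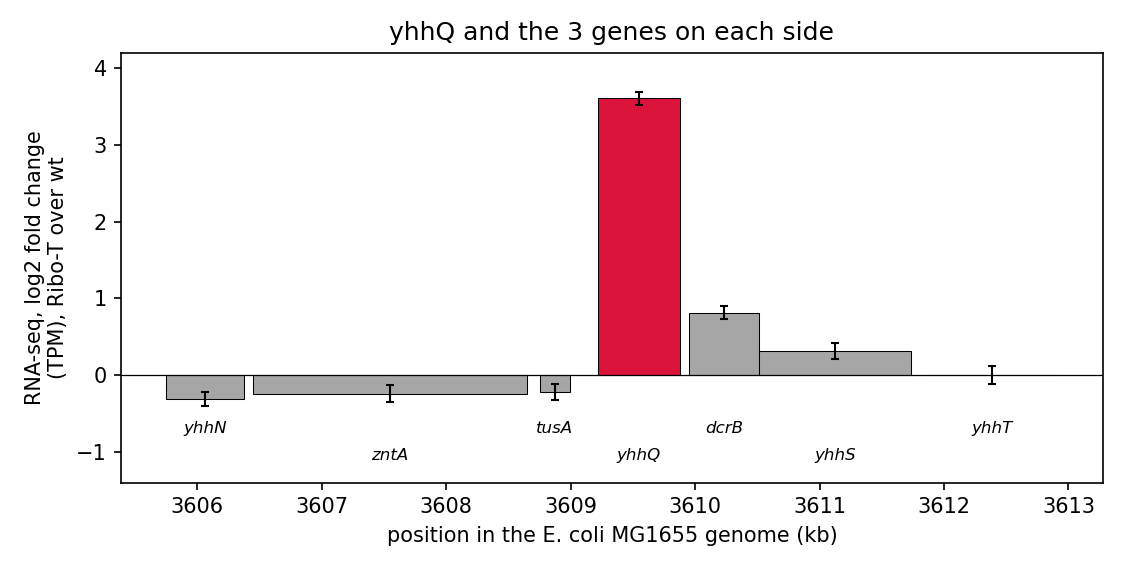
RNA-seq log2 fold change of TPM, Ribo-T over wt, of yhhQ and the 3 genes on each side, drawn over their positions in the MG1655 genome. Bars give the limma estimate from 2 libraries per strain and lines its standard error. The bar of yhhQ is the highest, and the next, that of dcrB, reaches 0.82.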

Its overexpression was also primarily due to a higher mRNA abundance (likelihood ratio test, FDR corrected *p* < 0.001, see Supplementary Data 2), but also to a slightly higher translation efficiency (Supplementary Fig. 3b,c). 

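The yhhQ mRNA was at 176 ± 1.79 (SD, n = 2) TPM in Ribo-T cells and 13.5 ± 0.180 (SD, n = 2) TPM in wt cells, with a log2 fold change of 3.61 (standard error 0.08, adjusted p = 0.00147 by limma). Its RNA-seq RPKM gave a log2 fold change of 3.92. The translation efficiency was 3.04 ± 0.163 (SD, n = 2) in Ribo-T cells and 1.04 ± 0.0149 (SD, n = 2) in wt cells, with a log2 fold change of 1.55 (standard error 0.08, adjusted p = 0.0031 by limma). With the replicate number as a block, the adjusted p for translation efficiency was 0.0505. In the authors' deposited table, the q-value of the mRNA change is 3.8e-04 and the adjusted p of the change in translation efficiency 0.0887.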

The encoded protein, YhhQ, is involved in the biosynthesis of queuosine, a precursor of a PTM found in the anticodons of Tyr, His, Asn, and Asp tRNA species^34,35^. Even though there is an obvious link of YhhQ to translation, the reasons for the overexpression of this gene in the Ribo-T cells remain unknown.

**Fig. 6:**
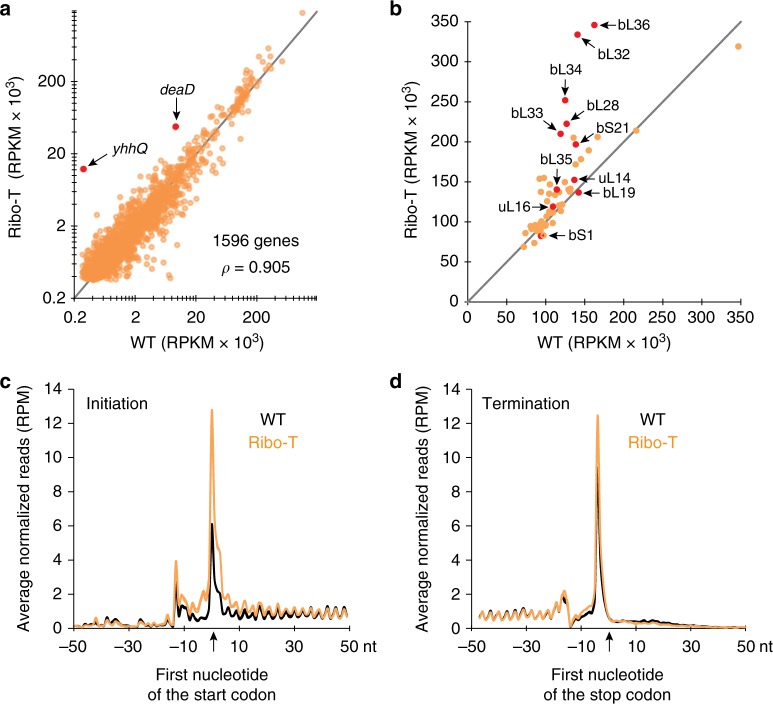
Ribo-seq analysis of translation in the Ribo-T cells. **a** Expression of the genes in the Ribo-T and wt cells calculated via average RPKM (reads per kilobase per million mapped reads) values across the biological replicates (*n* = 2) for Ribo-seq data. The dots representing the *yhhQ* and *deaD* genes are highlighted. **b** Expression of r-proteins in cells expressing Ribo-T or wt ribosomes calculated from Ribo-seq data as in panel **a**. Red dots indicate proteins that are underrepresented in the stalled Ribo-T assembly intermediates. Note that many of the underrepresented proteins are apparently overexpressed in the Ribo-T cells, indicating that their diminished presence in the intermediates is not caused by a low level of expression. **c**, **d** Metagene analysis illustrating the difference in the **c** start- and **d** stop-codon occupancy in the Ribo-T and wt cells

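All 54 r-protein genes were among the 1596 high-coverage genes. In Ribo-seq, 39 of them were higher and 15 lower in Ribo-T cells, with a median log2 fold change of 0.13 against 0.00 for the other genes. Limma's camera, which compares the set with the other genes, gave p = 0.00649 with its preset inter-gene correlation of 0.01 and p = 0.0872 with the correlation estimated from the data, where the test rests on 2 residual degrees of freedom. Among 10000 random lists of 54 genes matched on mean RPKM, the median of the r-protein genes stood at the 68.4 percentile. It thus did not stand apart from these lists. A gene could enter a list more than once, which widens their spread, and the closeness of the match was not checked. The distance of the r-protein median from the median of all genes depended on the scaling: 0.13 as deposited, but 0.00 after quantile normalization. Quantile normalization gives every library the same distribution, so it can remove a rise shared by the most translated genes. The median over the random lists was 0.10. Of the single genes, 17 r-protein genes were higher and 0 lower at an adjusted p under 0.02 by limma at any size of change. More than 2-fold higher were rpmF (b1089, positions 1147367 to 1147540 of the MG1655 genome), with a log2 fold change of 1.12 (standard error 0.07, adjusted p = 1.4e-05 by limma), rpmJ, with 1.08, and rpmH, with 1.01. A per-gene test on linear RPKM called rpmF alone. After quantile normalization, 0 r-protein genes passed 2-fold, and rpmF still had the highest log2 fold change of the 54, 0.76. Scaled to the genes other than r-protein genes, rpmF stood just short of 2-fold, at 1.00, and 0 r-protein genes passed, but this scaling lowers all genes nearly alike and leaves the r-protein genes as they were relative to the others.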

Although only one r-protein gene, *rpmF*, exhibited a robust overexpression in the Ribo-T cells (>2-fold, Student’s *t*-test, FDR corrected *p* < 0.02), the production of many of the remaining r-proteins also appeared increased in the Ribo-T cells (Fig. 6b, Supplementary Fig. 3a and Supplementary Data 1). Importantly, the list of the r-protein genes with apparently increased Ribo-seq reads includes a number of those that were underrepresented in the Ribo-T precursors (Fig. 3), indicating that their poor incorporation is not due to inefficient expression of their genes.

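For the 11 genes of the r-proteins underrepresented in the precursors, the mean log2 fold change in Ribo-seq was 0.50, and for the other 43 r-protein genes 0.14. The difference of 0.36 had p = 9.8e-04 in a two-sided permutation test with 100000 resamples of the gene labels, across genes, which are not independent replicates. Without rpmF it was 0.30 (p = 0.00406 by the same permutation test). Of the 11 genes, 9 were higher in Ribo-T cells, 7 of them with an adjusted p under 0.02 by limma. Besides rpmF, rpmJ and rpmH, the log2 fold changes were rpmB (0.76), rpmG (0.79), rpsU (0.46) and rpmI (0.34), each with an adjusted p under 0.02. Those of rplN (0.14), rplP (0.08) and rplS (-0.06) were not distinguishable from the spread between replicates, with adjusted p-values from 0.126 to 0.534 by limma. The gene of r-protein S1, rpsA, was lower in both Ribo-T libraries, with a log2 fold change of -0.23 (standard error 0.07, adjusted p = 0.0285 by limma). The mean RNA-seq log2 fold change of RPKM was also higher in the 11 genes than in the other 43, by 0.25 (permutation p = 0.00922). Of the 11 mRNAs, 9 were higher in Ribo-T cells, and those of rplP (-0.32, adjusted p = 0.011 by limma) and rplN (-0.19) were lower. The difference in the change of translation efficiency, 0.12, was not resolved (permutation p = 0.138). The median length of the 11 genes was 216 bp and that of the others 375 bp, and short genes outside the r-protein set also gained Ribo-seq reads. From the presence of a number of these genes among those with apparently increased Ribo-seq reads, the paper concludes that their poor incorporation does not come from inefficient expression.

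**Figure D2:**
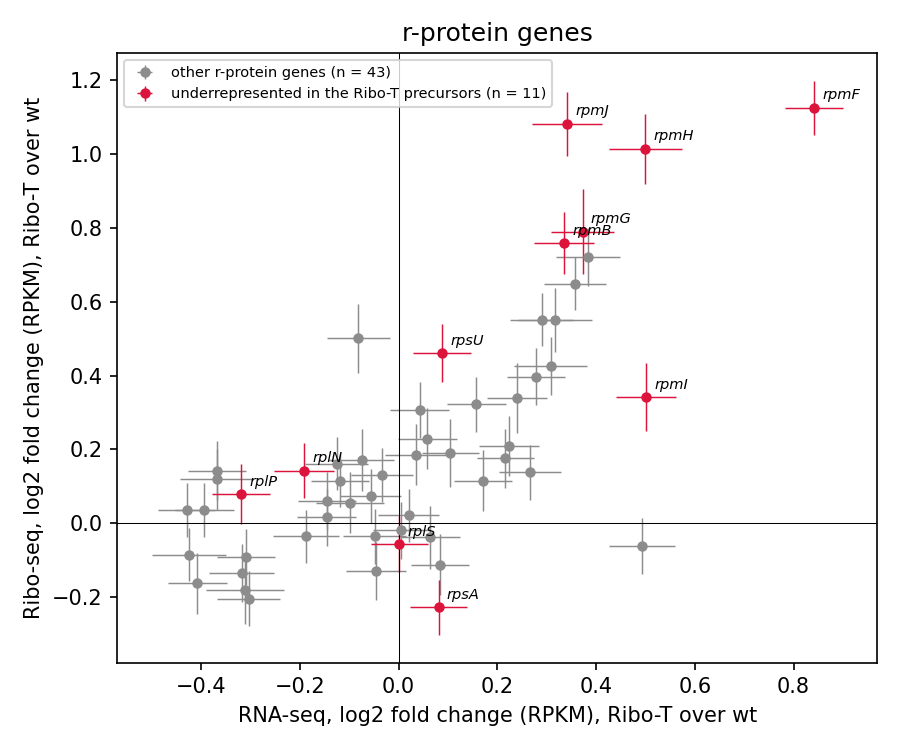
Log2 fold change, Ribo-T over wt, of the RPKM of the 54 r-protein genes in RNA-seq (x axis) and Ribo-seq (y axis). Points give the limma estimate from 2 libraries per strain and lines its standard error, with the 11 genes of underrepresented r-proteins in red and named. Of the 11, 9 lie above 0 in Ribo-seq, with rpmF the highest, and after quantile normalization 7 do.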

The Ribo-Seq data allowed us to gain insights into the particularities of mRNA translation by Ribo-T. Metagene analysis showed a ~2.1-fold increase in the average ribosome density at the start codons of the genes (Fig. 6c) (mixed linear-model, *p* < 10^−16^). We also noted a slightly increased density of footprints (~30%) near the 3′ ends of the genes (Fig. 6d), indicating that tethering of the ribosomal subunits slightly affects not only initiation but possibly the termination/recycling steps of translation as well.

Differences in Ribo-seq data between Ribo-T and wt cells could be a result of either changes in mRNA abundances or altered translation efficiencies of individual mRNAs. However, after FDR correction, none of the 1596 genes with adequate read coverage in all Ribo-seq datasets displayed significantly different translation efficiency between Ribo-T and wt cells (Supplementary Fig. 3c). Thus, changes in Ribo-seq data for individual genes (Fig. 6a) are largely driven by changes in mRNA abundances. 

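For each culture, log2 translation efficiency was taken as log2(Ribo-seq RPKM + 1) minus log2(RNA-seq RPKM + 1). With limma, 184 of the 1596 genes had a higher and 217 a lower translation efficiency in Ribo-T cells at an adjusted p under 0.05, with a median size of 0.47 on the log2 scale. Of these, 9 rose and 8 fell more than 2-fold. The calls depended on the test. The paper's own per-gene test on the ratios, with 2 cultures per strain, gave 0 higher genes and 1 lower gene, thrA, which had a log2 change of -0.72, and 460 genes at an unadjusted p under 0.05. With the replicate number as a block in limma, 0 genes were called in either direction, with a lowest adjusted p of 0.0505 and 636 genes at an unadjusted p under 0.05. The correlation of same-numbered cultures of the strains, which shows whether the numbers pair them, was 0.106. An interaction of assay and strain over all 8 libraries gave 119 higher and 150 lower genes. In the authors' deposited table, the lowest adjusted p is 0.0361 and the next 0.0644. The log2 changes were small beside those of Ribo-seq: their standard deviation over the genes was 0.34, against 0.66 for Ribo-seq, and 98.9% of the genes lay within 2-fold. The largest rises were those of ynaM (2.37), yhhQ and then ynfT (1.32), arfA (1.22) and fimB (1.20), and the largest falls those of guaC (-1.53), dcrB (-1.30), yggW (-1.27), kbl (-1.13) and rph (-1.12). Of these, ynaM and ynfT have the same TPM in several libraries, so that their reads cannot be told apart there, and their RNA-seq RPKM rests on 1 to 3 reads per library. Over the 30 tested genes that the paper names or marks, listed before the tables were examined, 18 had an adjusted p under 0.05 when adjusted over all genes and 22 when adjusted over the list. Several of them, such as yhhQ, deaD and rpmF, are named by the paper for their rise in the same Ribo-seq libraries. The list is therefore not independent of these data.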

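Across the 1596 genes, the Ribo-seq and RNA-seq log2 fold changes of RPKM had a Pearson correlation of 0.862, with a least-squares slope of 1.08 for Ribo-seq on RNA-seq. The correlation is across genes, which are not independent replicates, and both changes come from the same lysates. In the 798 genes with the highest mean Ribo-seq RPKM it was 0.907. Of the 179 genes that changed more than 2-fold in Ribo-seq, 178 changed in the same direction in RNA-seq, and in 142 the RNA-seq change was at least 0.5 of the Ribo-seq change on the log2 scale. The median ratio was 0.723. Of the same 179 genes, 98 were also called for translation efficiency by limma without the replicate block. The 179 genes were picked by their Ribo-seq change, which also enters translation efficiency. Such a selection can raise the count of 98 and lower the ratio of 0.723. From the absence of genes with significantly different translation efficiency in its test, the paper concludes that the Ribo-seq changes are largely driven by mRNA abundance.

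**Figure D3:**
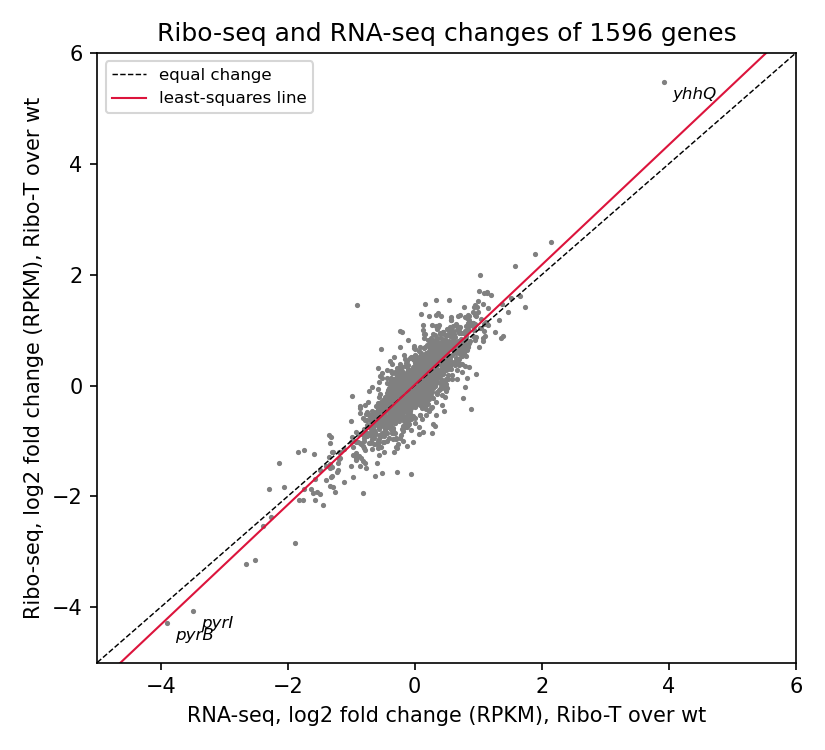
Ribo-seq log2 fold change of RPKM, Ribo-T over wt, against the RNA-seq log2 fold change of the same 1596 genes, each from 2 libraries per strain and assay. The dashed line marks equal change and the red line the least-squares fit, whose slope is 1.08.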

Notably, our Ribo-seq results did not reveal any major defects in translation elongation, such as stalling of Ribo-T at specific sites within the genes or increased frequency of abortive translation. Thus, within the limits of our analysis, we conclude that Ribo-T can efficiently progress through the protein-coding sequence, implying that linking subunits with the RNA tethers does not impair the ability of the ribosome to select aminoacyl-tRNAs, form peptide bonds, and translocate along mRNA. Altogether, it appears that once assembled, Ribo-T can quite efficiently translate all the *E. coli* genes.

## Discussion

It is striking that Ribo-T, whose rRNA architecture is so different from that of the wt ribosome, can be assembled in the cell into a functionally-active macromolecular complex capable of interpreting the genetic information and synthesizing proteins. Apparently, the framework of one of the most ancient and critical cellular machines is malleable enough to allow successful assembly and function in spite of the dramatic perturbations of its structure. Nevertheless, it was essentially inevitable that the first rendition of the ribosome with tethered subunits would yield a prototype that would need further improvement. Identifying the key Ribo-T problems is a critical pre-requisite for its further development. Our results have shown that while Ribo-T activity is only marginally affected by tethering of the small and large ribosomal subunits, its biogenesis is notably slower in comparison with that of the wt ribosome. Ribo-T assembly stalls at a specific stage of its maturation, resulting in a sluggish conversion of the intermediates into the mature form. Several experimental results argue that the blockage of Ribo-T assembly occurs at the fairly late steps of its biogenesis: (i) in the RNA-labeling experiments, the stalled intermediates sediment as well-defined 55S particles, indicating that both 30S and 50S subunits of Ribo-T are already sufficiently compact—a feature that is characteristic of the later stages of small and large subunit assembly; (ii) the intermediates contain near-stoichiometric amounts of most of the ribosomal proteins, with only a limited number of r-proteins being underrepresented; (iii) rRNA in the stalled Ribo-T precursors carry most of the natural PTMs found in the mature rRNA, including those which are introduced at the late stages of ribosome assembly. Thus, it is apparent that the initial steps of the Ribo-T biogenesis take place fairly rapidly, but assembly then stalls—possibly due to the difficulty in progressing through some critical checkpoint(s). While our data strongly suggest that the 55S particles are converted into mature Ribo-T, it is possible that a fraction of them represent dead-end assembly products that undergo degradation.

Several PTMs of the rRNA of the small and large subunits are underrepresented in the Ribo-T assembly intermediates. In spite of the underrepresentation of some of the 16S rRNA PTMs, their paucity is unlikely to be a major contributor to the slow growth of the Ribo-T cells. Although the N6-dimethylation of A1518 and A1519 was proposed to serve as a checkpoint for the small subunit late assembly^36–38^, *E. coli* cells lacking KsgA, the enzyme responsible for this modification, do not show any significant growth defects^39^. Similarly, the lack of the enzymes responsible for modification of U1498 and C1402 is not critical for the cells (at least when grown under laboratory conditions)^19,20^. Remarkably, all the undermodified 16S rRNA nucleotides are clustered in the 3′-terminal domain. Sluggish modification of these rRNA residues is likely explained by the delay in transcription and incorporation of the 16S 3′-terminal segment into the Ribo-T structure due to the insertion of the entire cp23S rRNA sequence in the loop of h44 in the 16S rRNA (Fig. 1b). Thus, reduced modification of some 16S rRNA residues is perhaps a consequence of prolonged Ribo-T rRNA folding rather than the cause of the assembly defects. Analysis of modified rRNA residues in the Ribo-T precursors has illuminated important aspects of installation of PTMs in the wt ribosome. In particular, not only the modification of the nucleotide U1498 in the 3′-proximal strand of h44 whose transcription is temporarily delayed in Ribo-T, but also rRNA residue C1402 that belongs to the 5′ strand of the h44 stem showed reduced modification. This observation suggests that the enzymes RsmH and RsmI responsible for C1402 methylation recognize not the linear rRNA sequence but rather the h44 structure within the context of the 30S subunit, a view compatible with the results of previous biochemical studies^19^.

The incomplete 2′O-methylation of U2552 of the 23S rRNA segment of Ribo-T (Fig. 2b) could be an important factor that slows progression through the late assembly step(s). This residue belongs to the functionally important rRNA element involved in positioning the aminoacyl-tRNA in the PTC A site^40–42^ (Fig. 2c). U2552 is modified by the enzyme RlmE, whose absence or inactivation causes a severe growth defect^36^ and leads to accumulation of the 50S subunit assembly intermediates lacking specific r-proteins^21,22^. Noteworthy, some of the corresponding r-proteins, (uL16, bL19, bL28, bL35 and bL36) were underrepresented in the stalled intermediates of the Ribo-T assembly (Fig. 3). Proximity of the proteins bL19 and bL14 to H101, which in Ribo-T is linked to 16S rRNA, could be an additional factor that complicates their incorporation. The proteins uL16, bL28, bL35, and bL36 are known to be underrepresented in the ribosome large subunit precursors accumulating due to the lack of ribosome biogenesis factors^43,44^ or depletion of an essential ribosomal protein bL17^14^. These proteins belong to the late assembly proteins that are likely responsible for the fine-tuning of the structure of the PTC^45^.

Because the altered order of transcription of cp23S rRNA has fairly small effect on the 50S subunit biogenesis^46^, it is likely that the major factor that influences the assembly of the large Ribo-T subunit is the adjacency of the tethered small subunit that complicates access of the RNA modifying enzymes and assembly chaperons to the large subunit interface where U2552 is located. Since most of the PTMs in rRNA are confined to the 16S and 23S rRNA segments located at the subunits’ interface it is possible that the evolutionary preservation of the ribosome as a two-subunit particle has been driven not only by the necessity of maintaining the proper dynamics of translation, but also by the requirement of achieving the proper rRNA modification landscape.

The temporal lag in formation of the 16S rRNA processing stem and the increased spatial separation of the 5′ and 3′ strands of the stem in the Ribo-T primary transcript (Fig. 4a) could be the reason for the less efficient nucleolytic processing of the Ribo-T rRNA ends (Fig. 4b, c). Importantly, altering the sequence of ASD to an orthogonal one had no further negative effect on the maturation of the Ribo-T rRNA 3′ terminus (Fig. 5a) suggesting that rendering Ribo-T orthogonal will not additionally complicate its rRNA processing. While the presence of orthogonal ASD in 16S rRNA of dissociable 30S subunit did slow its 3′ end maturation, it did not alter the sequence coordinates of the 3′ end of the mature 16S rRNA (Fig. 5a). This result shows that the ASD sequence even in wt ribosome, which is universally conserved in bacteria and archaea, does not define the final rRNA trimming point. The essential GTPase Era was proposed to facilitate the 16S rRNA 3′ end processing by directly binding to the wt ASD sequence^47,48^. Our data argue that either interactions of Era with the ribosome do not rely on the ASD sequence, or that such interactions are dispensable for the 16S rRNA 3′-end maturation.

The delayed assembly of Ribo-T emerges as one of the major factors that causes slow growth of the Ribo-T cells and is likely the main impediment to the overall Ribo-T functionality. Understanding of this fact illuminates specific approaches that can be undertaken for Ribo-T improvement. It is conceivable that modulating the interaction between the 5′ and 3′ segments of h44 by altering their sequence could accelerate the rate of incorporation of the 3′-terminal minor domain of 16S rRNA into the Ribo-T structure. The Ribo-T RNA linkers that connect cp23S rRNA to the h44 loop should also play an important role in coordinating small and large subunit assembly. For the sake of simplicity, in the initial Ribo-T design those linkers were composed of oligo(A) stretches. Finding linker designs that would better comply with the assembly requirements could improve Ribo-T properties. It is also possible that the overexpression of some ribosome-specific or general RNA chaperones could increase the efficiency of rRNA folding in the Ribo-T context and thus accelerate the assembly. Although our pilot attempts to facilitate Ribo-T assembly by individually overexpressing some proteins involved in ribosome biogenesis, such as Der, ObgE, DbpA, CsdA, SrmB, KsgA, or RelE have not produced any significant improvement, there are many other candidates to try. These could include general RNA chaperones, such as Hfq, whose production is already increased by ~2-fold in the Ribo-T cells (Supplementary Data 1), other specific ribosome biogenesis factors, or the subunit anti-association factor IF3 that could help to keep immature Ribo-T subunits apart.

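The Ribo-seq RPKM of hfq (b4172, positions 4400288 to 4400596 of the MG1655 genome) was 66347 ± 1981 (SD, n = 2) in Ribo-T cells and 34559 ± 472 (SD, n = 2) in wt cells. The ratio of the means was 1.92, with a log2 fold change of 0.94 (standard error 0.07, adjusted p = 3.0e-05 by limma). The hfq mRNA rose by 0.70 on the log2 scale of TPM (adjusted p = 0.0157 by limma). For infC, which encodes IF3, the Ribo-seq log2 fold change was -0.21 (adjusted p = 0.0717 by limma), while the mRNA changed by 0.46 (adjusted p = 0.0433 by limma). As RNA-seq RPKM the mRNA changed by 0.48, with an adjusted p of 0.00365 by limma, so that its rise passed 0.02 on this measure and not as TPM. The translation efficiency of infC changed by -0.69 (adjusted p = 0.0103 by limma, and 0.0516 with the replicate number as a block).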

While the biogenesis of Ribo-T seems to be the major problem, the fully assembled tethered ribosomes appear to be highly active in translation. The only prominent effect observed in the metagene analysis was the increased relative occupancy of the start codons by Ribo-T in comparison with wt ribosomes (Fig. 6c), which confirmed our previous findings obtained in a cell-free translation system^6^. The Ribo-seq data showed that the Ribo-T dwell time at the start codons of many genes is prolonged. Disengagement of the ribosome from the SD sequence may require certain structural maneuvers^49^ that could be more energetically-costly when the subunits are tethered together by the RNA linkers or due to the presence of the 3′ extensions retained in a fraction of Ribo-T. It is also possible that dissociation of the initiation factors that is required for the formation of the 70S initiation complex could be hindered in the case of Ribo-T due to the proximity of the tethered large ribosomal subunit.

Ribo-seq analysis did not reveal any major Ribo-T translation problem subsequent to initiation, although we did notice a moderate increase in ribosomal occupancy at stop codons, possibly indicating a mild problem with either translation termination or recycling. Our analysis of translation efficiency changes in 1596 genes showed no significant differences between Ribo-T and wt cells. Thus, it appears that the tethered nature of Ribo-T affects primarily the steps of translation that require subunit joining (initiation) or separation (termination/recycling) but has little effect on the relative mobility of the subunit at the elongation stage of protein synthesis.

In conclusion, our study of the Ribo-T assembly and functionality has shown that slow assembly seems to be the most critical hindrance for fast cell growth and thus, optimization of the Ribo-T design to facilitate its maturation is an important direction for its further improvement. Once assembled, Ribo-T can efficiently synthesize all the cellular proteins, although the somewhat slow initiation of translation is one aspect of its functionality that may require further improvement. Our findings pave the way for the improvement of Ribo-T and other artificial ribosome designs.

## Methods

### Strains, growing conditions, and plasmids

*E. coli* strain SQ171fg is a derivative of the strain MG1655 (*ilvG rfb-50 rph-1*) that carries additional mutations (Δ*rrn*GADEHBC *yebX, rpsA* A549V)^6,30^. The strain also carries the plasmid ptRNA67 (pACYC *ori*, Spc^r^) that supplies missing tRNA genes^30^ and in addition, plasmids with various versions of rRNA genes that are listed in Supplementary Table 3.

### Pulse labeling studies of the Ribo-T assembly

*E. coli* SQ171 cells expressing wt ribosomes or Ribo-T were grown at 37 °C in 200 ml of labeling media (10 g/L tryptone, 1 g/L yeast extract, 10 g/L NaCl). When cultures reached the optical density A_600nm_ = 0.3, 16 μCi of [^3^H]-uridine (Hartmann Analytic, specific activity 42 Ci/mmol) was added. After 5 min incubation, subsequent RNA synthesis was inhibited by the addition of 100 mg of rifampicin. Cells were collected at the indicated time points by centrifugation of 50 ml of the culture (10 min, 5000*g*, 4 °C). Cell pellets were resuspended in the LLP buffer (10 mM Tris–HCl, pH 8.0, 60 mM KCl, 60 mM NH_4_Cl, 12 mM MgAc_2_, 6 mM β-mercaptoethanol) and lysed using Precellys 24 Bead Mill Homogenizer (Bertin Technologies). Lysates were layered onto 10–25% (w/v) sucrose gradient and centrifuged in the SW28 rotor (Beckman) for 17 h at 20,000 rpm (4 °C). The gradients were fractionated into 40 fractions each with the continuous monitoring of the optical absorption (A_254nm_). An equal volume of the 10% trichloroacetic acid (TCA) was added to each fraction, TCA pellets were collected by filtration throw the glass fiber filters (GF/C, Whatman) and the amount of the retained radioactivity was measured by scintillation counting.

### Preparations of Ribo-T and rRNA

To prepare the Ribo-T and the rRNA for the PTMs and proteins composition analisys overnight cultures were diluted 1:50 in fresh LB media and grown at the 37 °C with shaking to the mid-exponential phase (A_600_ = 1). Cells were harvest by centrifugation at 5000 rpm for 10 min (4 °C) in the JA25.50 rotor (Beckman). Cell pellets were resuspended in the lysis buffer 1 (50 mM Tris–HCl, pH 8.0, 60 mM KCl, 60 mM NH_4_Cl, 6 mM MgAc_2_, 6 mM β-mercaptoethanol, 16% sucrose) and lysed using the Precellys 24 Bead Mill Homogenizer (Berlin Technologies) according to the manufacturer protocol. Up to 80 A_254nm_ of the lysate were layered onto 15–30% (w/w) sucrose gradient prepared in the LLP buffer and centrifuged 17 h at 22,100 rpm (4 °C) in the SW28 rotor (Beckman). Sucrose gradients were fractionated, fractions containing ribosomes or Ribo-T LS and HS material were combined, diluted with LLP buffer and ribosomes were pelleted by centrifugation (rotor Ti 45, Beckman), 17 h, 38,500 rpm, 4 °C. Ribosome or Ribo-T pellets were dissolved in LLP buffer and stored at −80 °C. rRNA was isolated by phenol–chloroform extraction and ethanol precipitation.

### Analysis of the rRNA post-transcriptional modifications

The PTM content of rRNA was analyzed by HPLC^50,51^. The extracted rRNA was digested to nucleosides by treatment with P1 nuclease (Sigma) and alkaline phosphatase Fast AP (Thermo Fisher Scientific) as described in ref. ^17^. The HPLC separation of the standard and modified nucleosides was done^17,51^.

### LC-MS/MS analysis of ribosomal proteins

Ribosomal protein content of Ribo-T was determined using quantitative mass-spectrometry. Purified Ribo-T was mixed in a 1:1 stoichiometric ratio with SILAC-labeled wt ribosomes containing ^13^C/^15^N Arg and Lys. Ribosomal proteins were digested with trypsin or LysC. Resulting peptides were fractionated and analyzed via LC-MS/MS using LTQ-Orbitrap XL (Thermo Scientific). Data analysis was performed using MaxQuant v1.3.0.5^52^, with default settings using *E. coli* MG1655 protein sequence database from UniProtKB (09.09.2016). Ribosomal protein content was calculated according to “heavy”/“light” peptide ratio^53^.

### Preparations of rRNA for the analysis of the ends processing

The overnight cultures were diluted 100-fold in LB media supplemented with 100 µg/ml of ampicillin and 30 µg/ml of spectinomycin. After reaching the A_600_ = ~0.5, cells were harvested by centrifugation at 5000 rpm for 10 min (4 °C) in the JA25.50 rotor (Beckman). Pellets were resuspended in ice-cold lysis buffer 2 (20 mM Tris–HCl, pH 7.5, 15 mM MgCl_2_, 1 mg/ml lysozyme). After 5 min incubation on ice, sodium deoxycholate (Sigma) was added to the final concentrations of 0.3% (w/w) and 2 units of RQ1 DNase (Promega) were added to the buffer. After 3 min incubation in ice, cell debris was harvested by centrifugation at 20,000*g* for 15 min (4 °C). Supernatant was loaded on the sucrose cushion (20 mM Tris–HCl, pH 7.5, 10 mM MgCl_2_, 500 mM NH_4_Cl, 0.5 mM EDTA, 2 mM β-mercaptoethanol, 30% (w/w) sucrose) and centrifuged for 90 min at 213,000*g* (4 °C) in the TLS-55 rotor (Beckman). Ribo-T or ribosome pellets were resuspended in water and rRNA was isolated by phenol–chloroform extraction and ethanol precipitation.

### Analysis of rRNA ends

Processing of the rRNA 5′ end was analyzed by primer extension. Briefly, 10 pmol of the primer 5PES (5′ ACCGTTCGACTTGCATGTGTT 3′) was radio-labeled in a 10 μl reaction containing 1× PNK buffer A (Thermo Fisher Scientific), 15 μCi γ-[^32^P] ATP (6000 Ci/mmol) (Perkin Elmer) and 10 U T4-polynucleotide kinase (Thermo Scientific). The reactions were incubated 30 min at 37 °C and the enzyme was inactivated by heating for 2 min at 95 °C. The radiolabeled primer (0.5 pmol) was annealed to 1.25 μg of rRNA in the hybridization buffer (50 mM HEPES, pH 7.0, 100 mM KCl) in the final volume of 4 μl in a PCR tube. The tube was placed in a PCR machine, heated at 99 °C for 1 min and then cooled over 15 min to room temperature. An equal volume of reverse transcription mixture [130 mM Tris–HCl, pH 8.5, 10 mM MgCl_2_, 10 mM DTT, 187.5 μM of each dNTPs (Roche), 2 U of AMV reverse transcriptase (Roche)] was added and the reactions were incubated for 20 min at 42 °C. To reactions were stopped by addition of 120 μl of the buffer S (0.8 mM EDTA pH 8.0, 84 mM NaOAc, 70% ethanol). Tubes were incubated for 1 h at −80 °C and the reaction products were pelleted by centrifugation (30 min, 20,000*g*, 4 °C). After the removal of supernatants, pellets were dried, dissolved in the formamide buffer (80% formamide, 10 mM EDTA, pH 8.0, 1 mg/ml xylene cyanol, 1 mg/ml bromophenol blue) and loaded on the 6% denaturing polyacrylamide sequencing gels. Sequencing reactions prepared using the same 5PES primer and the 150 ng of pAM552 DNA template were loaded onto the gel alongside with the primer extension samples. After electrophoresis, the gels were dried, exposed to the phosphorimager screens and scanned on the Typhoon PhosphorImager (GE Healthcare). Images were analyzed by ImageJ software^54^.

Processing of the rRNA 3′ ends was analyzed by 3′ RACE^29^ using *E. coli* 5S rRNA as the ligation adaptor. Briefly, ~15 μg of rRNA samples were dephosphorylated by incubation in 30 μl reaction volume with shrimp alkaline phosphatase (SAP) (Thermo Fisher Scientific) following the manufacturer’s protocol. Dephosphorylated RNA was purified by phenol–chloroform extraction and ethanol precipitation. *E. coli* 5S rRNA (Boehringer Mannheim) was used as the 3′ RACE adapter. For that, 24 µg 5S rRNA were pre-treated for 1 h at 0 °C in 100 μl of 10 mM NaIO_4_ (in order to oxidize the 3′ ribose) and purified by the ethanol precipitation. The oxidized 5S rRNA (2 μg) was ligated to 15 μg of the SAP-treated rRNA by an overnight incubation at 16 °C in 20 μl of 1× T4 RNA ligase buffer containing 1 mM ATP and 10 U of T4 RNA ligase (Thermo Fisher Scientific). rRNA samples ligated to the 5S rRNA adapter were purified by phenol–chloroform extraction and ethanol precipitation. The 5S rRNA-specific primer 3PES (10 pmol) (5′ GTTTCACTTCTGAGTT 3′) was annealed to the ligated RNA and the primer extension reaction was carried out as described above. Resulting cDNA was used as a template for the PCR reactions in which the 5S-specific primer R (5′ GTTTCACTTCTGAGTTCGGC 3′) and 16S-specific primer wt-F (5′ CCTGCGGTTGGATCACCTCC 3′) were used. The R primer was radiolabeled prior to the reaction according to the protocol described above. For the analysis of processing of the orthogonal Ribo-T or 16S rRNA, the PCR reactions were carried out using the R primer in combination with either the wt-F primer or the oASD-specific primer o-F (5′ GCGGTTGGATCATTGTGG 3′). All PCR reactions were carried out using AccuPrime DNA Polymerases (Thermo Fisher Scientific) under the following conditions: 96 °C, 1 min followed by 30 cycles of 94 °C, 30 s → 55 °C, 30 s → 68 °C, 30 s, followed by 68 °C, 3 min. Radiolabeled PCR products were either directly analyzed on a gel or cloned into pGEM-T vector (Promega) according to the manufacturer protocol and approximately 30 clones from each sample were sequenced.

Uncropped gels representing the results of rRNA end processing are shown in the Source Data file.

### Ribo-seq and RNA-seq

The Ribo-seq and RNA-seq analyses were performed with the *E. coli* SQ171fg cells expressing Ribo-T rRNA from the pRibo-T plasmid^6^. As a control, we used the same strain transformed with the pAM552 plasmid carrying *rrnB* operon in which the A2058G mutation, present in the Ribo-T, was engineered in the 23S rRNA gene. Cells of each sample, grown overnight in LB medium supplemented with ampicillin (100 μg/ml) and spectinomycin (50 μg/ml), were diluted 100-fold into two conical baffled 1-L flasks containing 200 ml of LB supplemented with the same antibiotics and with 0.2% glucose. All subsequent procedures were carried out in parallel on all four samples (two Ribo-T samples and two wt controls). Cultures were grown at 37 °C with vigorous shaking. When the culture density reached A_600_ of ∼0.5 cells were harvested by rapid filtration, frozen in liquid nitrogen, and cryo-lysed as described^32,33^. For preparation of Ribo-seq samples, the lysates (22 A_260_) were treated with ~100 U of MNase, the 70S material was isolated by sucrose gradient centrifugation following the published protocol and RNA was extracted^32,33^. For preparation of RNA-seq samples, total RNA was isolated from the same cell lysates, short RNA and rRNA were subtracted using Ambion MEGAclear kit and MICROBexpress bacterial mRNA enrichment kit, respectively and RNA was fragmented using RNA Fragmentation Reagents kit from Ambion. Ribo-seq and RNA-seq samples were size-fractionated by gel electrophoresis in 15% denaturing polyacrylamide gel. RNA fragments ranging in size from ~20 nt to ~45 nt were extracted from the gel and dephosphorylated. Four Ribo-seq RNA samples (two Ribo-T samples and two wt controls) were ligated to linkers NI-810, NI-811, NI-812, and NI813 described in ref. ^55^. Each sample was ligated to its own linker. Four RNA-seq samples were ligated to the same four linkers. After ligation, the excess of the linkers was removed by treatment with 5′-deadenylase and RecJ exonuclease^55^. At this stage, all the Ribo-seq samples were pooled together and all the RNA-seq samples were pooled together. After purification using Oligo Clean & Concentrator kit (Zymo Research) the pooled Ribo-seq sample was subjected to rRNA subtraction using Ribo Zero kit (Illumina). The pooled Ribo-seq and RNA-seq samples were used as templates for reverse transcription using the primer NI-802^55^. cDNA circularization was carried out as described^55^. For generation of the dual-indexed libraries, the circularized cDNA products were used as templates for PCR reactions that were carried out using primer pair AM-i71 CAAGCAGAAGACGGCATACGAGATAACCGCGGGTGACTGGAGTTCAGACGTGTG and AM-i51 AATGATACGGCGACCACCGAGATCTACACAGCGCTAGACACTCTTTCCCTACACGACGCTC (for the Ribo-seq sample) or AM-i72 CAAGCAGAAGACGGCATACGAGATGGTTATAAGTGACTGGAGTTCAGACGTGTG and AM-i52 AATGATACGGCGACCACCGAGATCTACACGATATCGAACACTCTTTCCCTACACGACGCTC (RNA-seq sample). Illumina indices are underlined. The libraries were sequenced on the NextSeq Illumina platform at the UIC DNA sequencing facility.

Ribo-seq and RNA-seq data were analyzed in the following way. The universal 3′ adapter was first removed from all reads with cutadapt^56^. Cutadapt was further used to de-multiplex samples according to the ligation linker barcodes and remove the 5′ adapter sequence. Finally, we removed the first 2 and the last 5 nucleotides from each resulting read since these were deliberately randomized and added in the library design^55^. All reads were mapped to the *E. coli* MG1655 genome (Genbank ID: U00096.3). Kallisto (v.0.44)^57^ was used to pseudo-align RNA-seq reads to the *E. coli* transcriptome, resulting in TPM (transcripts per million) values for each coding sequence. Sleuth (v0.30)^58^ was used to perform differential expression analysis on the RNA-seq data via the likelihood-ratio test.

To analyze Ribo-seq data, and assess translation efficiency, we aligned reads from all Ribo-seq and RNA-seq samples to the *E. coli* genome using HISAT2 (v.2.1.0)^59^ and first assigned each read to the 3′ most nucleotide. We then determined the optimal offset for the assigning the P-site codon by performing a metagene analysis and aligning the initiation peak with the start codon. We found the optimal offset to be 16 nt from the 3′ end of the read, similar to a 15 nt offset proposed previously^60^. We created wiggle files from the resulting assignments and selected high-coverage genes for our subsequent analysis by requiring that (i) they are at least 99 nt long, (ii) at least 20% of the positions within each coding sequence have non-zero numbers of mapped reads across all four of the Ribo-seq datasets (2 biological replicates for wt and Ribo-T, each), and (iii) have an average number of reads across the coding sequence greater than 0.5. Such filtering yielded 1596 high-coverage genes.

RPKM (reads per kilobase per million mapped reads) values for each gene in both Ribo-seq and RNA-seq data were calculated to normalize for differences in read depth. Translation efficiency was then calculated by dividing the RPKM in Ribo-seq by the RPKM in RNA-seq for each gene. We tested for significant differences in translation efficiency by performing a Student’s *t*-test on the translation efficiency values (2 biological replicates for wt, and 2 biological replicates for Ribo-T containing cells) for each gene. The resulting raw *p*-values were corrected via the Benjamini–Hochberg false discovery rate correction technique^61^.

The 5′ metagene analysis was performed on the genes that are separated by at least 50 nt from the nearest upstream gene, and the 3′ metagene analysis was performed on genes that are not directly upstream from another gene. To perform metagene analysis, we calculated a relative ribosome density across each gene (including 50 nucleotides up- and downstream of the start and stop codons) by summing the reads across all nucleotides of the gene and dividing each position by this value such that the value at each position of each gene represents a relative ribosomal occupancy of that particular position within that particular gene (and thus facilitates comparison of genes across varied expression levels). We then calculated and plotted the mean of these values at each position for each sample within 50 nt up- and down-stream of the start and stop codons. Statistical analysis of these data was performed at each nt position relative to the start codon using a mixed linear-model with gene-specific fixed effects (using the mixedlm function from the python package statsmodels) to evaluate whether the distribution of reads from the two biological replicates in each sample was significantly different.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

### Code availability

The computational pipeline is available at https://github.com/adamhockenberry/ribo-t-sequencing.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

Source Data

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request. The Ribo-seq and RNA-seq data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE119454.

# Supplementary material for: Assembly and functionality of the ribosome with tethered subunits
**Source:** Nat Commun. 2019 Feb 25;10:930. doi: 10.1038/s41467-019-08892-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Title:** Supplementary Data 1

**Description:** Ribo-seq master file

**Title:** Supplementary Data 2

**Description:** RNA-seq master file

# Supplementary material for: Assembly and functionality of the ribosome with tethered subunits
**Source:** Nat Commun. 2019 Feb 25;10:930. doi: 10.1038/s41467-019-08892-w
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ ☐ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

Data collection

The Ribo-seq data were analyzed using computational pipeline available at <https://github.com/adamhockenberry/ribo-t-sequencing>. The code availability statement is included in the Methods section

Data analysis

*Provide a description of all commercial, open source and custom code used to analyse the data in this study, specifying the version used OR state that no software was used.*

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

*Provide your data availability statement here.*

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                  |
|-----------------|----------------------------------------------------------------------------------|
| Sample size     | Ribosome profiling and Ribo-seq data were collected in two biological replicates |
| Data exclusions | no data were excluded                                                            |
| Replication     | All the experiments were performed at least in duplicates                        |
| Randomization   | N/A                                                                              |
| Blinding        | N/A                                                                              |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Unique biological materials |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |

### Methods

|                          |                                                 |
|--------------------------|-------------------------------------------------|
| n/a                      | Involved in the study                           |
| <input type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Unique biological materials

Policy information about [availability of materials](#)

|                            |                                                                                                                                                |
|----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------|
| Obtaining unique materials | The Ribo-seq cells and constructs used in this study are available for the academic and industrial researchers upon the completion of the MTA. |
|----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------|

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

### Files in database submission

Provide a list of all files available in the database submission.

### Genome browser session (e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

## Methodology

### Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

|                         |                                                                                                                                                                             |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sequencing depth        | Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end. |
| Antibodies              | Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.                                |
| Peak calling parameters | Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.                                   |
| Data quality            | Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.                                        |
| Software                | Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.        |

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                                                                                                                                                |                                                                                                                                                                                                                                                |
|------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation                                                                                                                             | Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.                                                                                                                            |
| Instrument                                                                                                                                     | Identify the instrument used for data collection, specifying make and model number.                                                                                                                                                            |
| Software                                                                                                                                       | Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.                                                                     |
| Cell population abundance                                                                                                                      | Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.                                                                                  |
| Gating strategy                                                                                                                                | Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined. |
| <input type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                                                                                                                                                                                                                |

## Magnetic resonance imaging

### Experimental design

|                                 |                                                                                                                                                                                                                                                            |
|---------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Design type                     | Indicate task or resting state; event-related or block design.                                                                                                                                                                                             |
| Design specifications           | Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.                                                                  |
| Behavioral performance measures | State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects). |

### Acquisition

|                               |                                                                                                                                                                                    |
|-------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Imaging type(s)               | Specify: functional, structural, diffusion, perfusion.                                                                                                                             |
| Field strength                | Specify in Tesla                                                                                                                                                                   |
| Sequence & imaging parameters | Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle. |
| Area of acquisition           | State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.                                                             |
| Diffusion MRI                 | <input type="checkbox"/> Used <input type="checkbox"/> Not used                                                                                                                    |

## Preprocessing

Preprocessing software

Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).

Normalization

If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.

Normalization template

Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.

Noise and artifact removal

Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).

Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

## Statistical modeling &amp; inference

Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ BothStatistic type for inference  
(See [Eklund et al. 2016](#))

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models &amp; analysis

n/a | Involved in the study

- ☐ ☐ Functional and/or effective connectivity
- ☐ ☐ Graph analysis
- ☐ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).

Graph analysis

Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).

Multivariate modeling and predictive analysis

Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.

How the deposited data were processed for this re-analysis (not part of the article)

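Ribo-seq and RNA-seq were carried out on the same lysates of 2 Ribo-T cultures and 2 wt cultures, which gives 4 libraries per assay. The authors removed adapters and the ends of the reads, and made a pair of tables from them. For the first table, the authors aligned both kinds of reads to the MG1655 genome with HISAT2, assigned each read by its 3′ end, kept the 1596 genes with adequate coverage in all 4 Ribo-seq libraries, and deposited an RPKM value per gene and library. The deposited RPKM values are per 10 M reads, as their smallest steps show, which is 10 times the usual scale. The authors computed translation efficiency as the ratio of the Ribo-seq to the RNA-seq RPKM of the same culture, and log2 fold changes as the log2 of the ratio of the strain means. Their deposited p-values for Ribo-seq and for translation efficiency come from a per-gene test with false discovery rate correction. The test equals the one on log2 RPKM for Ribo-seq and the one on the linear ratios for translation efficiency, when recomputed from the tables. For the second table, the authors assigned the RNA-seq reads to coding sequences with kallisto, and deposited estimated counts and TPM values for 4203 genes, each divided by a factor per library. The column sums of the TPM values therefore run from 935531 to 1064249, and the values were handled as a signal on a scale set by the authors. The q-values in that table are those of sleuth's likelihood-ratio test, run by the authors.

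The RPKM values give back the reads: 99.2% to 99.4% of the values of a library were whole multiples of the worth of 1 read, within a tolerance of 0.02 reads. For the estimated counts of the pseudo-alignment this share was 94.1% to 95.2%. The gene with the lowest count had between 68 and 95 reads in the Ribo-seq libraries and between 1 and 3 in the RNA-seq libraries, so that counting error is larger in RNA-seq.

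Ribo-seq and RNA-seq changes were tested with limma 3.58.1 in R 4.3.3, on log2(RPKM + 1) over the 1596 genes and on log2(TPM + 1) over the 4161 genes with a mean of at least 1 TPM, with a constant prior spread and Benjamini-Hochberg adjustment. TPM values left empty in the table were taken as 0. The Ribo-T and wt libraries of the assay in question entered each test. Translation efficiency was tested as the log2 ratio of the 2 assays per culture. The plan made before the data were examined had assumed the usual scales of RPKM and TPM, and the tests were kept as written there. The genes of the r-proteins were compared with the other genes by limma's camera, with an inter-gene correlation of 0.01, and with 10000 random lists drawn from the 50 genes nearest in mean RPKM to each r-protein gene. The 11 genes of underrepresented r-proteins were compared with the other 43 by a two-sided permutation test with 100000 resamples. Read counts were tested as alternatives with the quasi-likelihood test of edgeR 4.0.16, on the recovered reads and on the rounded estimated counts. Summaries were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

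The steps were tested on simulated data drawn from the means and library sizes of the real genes, with 200 genes changed. The planted changes were larger than 2-fold in Ribo-seq and RNA-seq, and 2-fold in translation efficiency. The real calls in translation efficiency had a median size of 0.47 on the log2 scale. The recovery therefore does not measure the power for changes of that size or for changes near the 2-fold threshold. In Ribo-seq limma recovered 200 of the 200 changed genes with 0 false calls, in RNA-seq 158, or 79%, with 1 false call, and in translation efficiency 200 with 11 false calls, or 0.79% of the unchanged genes. With edgeR, 178 of the 200 genes were recovered in RNA-seq. In 20 simulations of translation efficiency without a change, limma called a mean of 0.5 genes, between 0 and 2.

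Strains and replicate numbers were taken from the sample labels and the column names. The labels number the cultures 1 and 2 in each strain, which is where the replicate block comes from. The correlation of the deviations of same-numbered cultures was 0.044 in Ribo-seq, -0.005 in RNA-seq and 0.106 in translation efficiency. With 2 cultures per strain, no permutation of the cultures can reach a small p, and leaving out a culture gives values without a test.

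The genes named in the text were set before the data were examined: every gene the paper names from these data, the 11 genes of underrepresented r-proteins, the assembly, modification and processing factors it names, the 5 largest rises and 5 largest falls in each comparison (in Ribo-seq and RNA-seq, those past the thresholds with both Ribo-T values on one side of both wt values), and the 3 genes on each side of yhhQ. The gene thrA was named after its values were seen. The maltose and ferric iron uptake gene sets were written after the first entries of Supplementary Data 2 had been seen. Locus tags were matched to a RefSeq gene table for 4208 of 4212 identifiers, and positions are those of the MG1655 genome to which the authors aligned. The genes ynaM and ynfT have identical TPM values in several libraries, and their values are uncertain. The alternatives changed the pseudocount, the filter, the scaling between libraries, the test, the denominator of translation efficiency, the use of the replicate number as a block, and the libraries included. The authors' columns of means were not used, except for fold changes and p-values given as those of the authors' deposited table. Sequence reads and positions within genes were not analysed here.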

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

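The tests in this part were chosen after the results were seen, and the maltose and ferric iron uptake gene sets were written after the first entries of Supplementary Data 2 had been seen, so that they are hypotheses from the same data.

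The mRNAs of the maltose system, which the paper does not discuss, were lower in Ribo-T cells. Of the 11 genes, 10 lay below both wt libraries in both Ribo-T libraries, 9 were called more than 2-fold lower by limma, and the median log2 fold change of TPM was -2.30, from -2.46 to -2.13 with each library left out in turn. The exception was malZ, with 0.21. Limma's camera gave p = 2.2e-09 with an inter-gene correlation of 0.01 and p = 0.0758 with the correlation estimated from the data, which was 0.238, a test that rests on 2 residual degrees of freedom and does not pass 0.05. Low counts were tested first: the median over the genes of the mean wt estimated count was 774, well above the 10 at which counting error would weigh. Library scaling was tested next, and after centring each library on its median 0.974 of the median change was left. After centring and after quantile normalization, 10 of the 11 genes were lower. None of the 11 genes is among the 1596 genes with Ribo-seq values, so the change has no Ribo-seq counterpart here. The cultures were grown in the same medium and harvested at the same density. A difference between the strains in growth rate or in the mutations they carry was not tested, and the change cannot be told apart from either. A response of Ribo-T cells may also account for it.

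The mRNAs of ferric iron uptake genes were lower in Ribo-T cells as well. All 28 genes of the set lay below both wt libraries in both Ribo-T libraries, 25 were called more than 2-fold lower by limma, and the median log2 fold change was -2.66, from -2.80 to -2.52 with each library left out in turn. It ranged from -3.83 for cirA to -0.64 for entD. Camera gave p = 1.2e-24 with an inter-gene correlation of 0.01 and p = 0.0472 with the estimated correlation of 0.218, on 2 residual degrees of freedom. With each library centred and after quantile normalization, 28 of the 28 genes were lower. The median over the genes of the mean wt estimated count was 708, and centring each library left 0.977 of the median change, so that neither low counts nor the scaling accounts for it. The 4 genes of the set among the 1596 had a median log2 fold change of -1.26 in Ribo-seq, with 4 of 4 lower. A response of Ribo-T cells may account for the change, but growth rate and strain mutations were not tested, and the change cannot be told apart from them.

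The translation efficiency of dcrB, a gene 72 bp from yhhQ, had the log2 fold change -1.30, among the 5 largest falls. Its RNA-seq RPKM rose by 0.88 and its Ribo-seq RPKM fell by 0.42 on the log2 scale. The rise in RNA-seq makes up 0.680 of the size of the fall in translation efficiency. A candidate explanation is that RNA-seq reads of a yhhQ transcript running into dcrB raise the mRNA value without being translated as dcrB. The test cannot tell such a transcript from a rise of the dcrB mRNA itself, since reads within the genes were not analysed here.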

How the results depend on the processing

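The alternatives were set before the data were examined, except edgeR on reads recovered from RPKM, the per-gene test on log2 RPKM and the removal of a length trend, which were chosen after the result was seen. The balance of higher and lower genes turned under some alternatives, in Ribo-seq with each library centred (105 higher and 78 lower against 82 and 97), and in translation efficiency with TPM as the denominator (204 and 194 against 184 and 217) and over the 798 genes with the highest mean Ribo-seq RPKM (174 and 160). Centring moves the log2 fold change of every Ribo-seq gene by the same 0.08, so that the first of these turns comes from that constant alone. Among the single genes, the Ribo-seq log2 fold change of rplS went from -0.06 to 0.03 with each library centred on its median, by the same constant, and the RNA-seq change of yhhT, 0.00, was -0.08 without wt replicate 1 or without Ribo-T replicate 2. Neither gene was called. The cause of the changes below was not tested unless a value shows it.

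The counts of Ribo-seq genes past 2-fold depended mostly on the test and on the scaling. Against 82 higher and 97 lower genes by limma, a per-gene test on linear RPKM gave 18 and 30, and the same test on log2 RPKM 17 and 38, all of them among the 82 and 97. The genes lost were past 2-fold but not called in a test that estimates the spread of each gene from 2 against 2 libraries alone. Over the 798 genes with the highest mean RPKM, 52 were higher and 67 lower, with fewer genes to call. Centring each library on its median moved the share of higher genes among the calls from 45.8% to 57.4%. Scaling to the genes other than r-protein genes moved it to 28.7% (50 and 124), and it moved the median log2 fold change of all genes by -0.13, so that relative to the median the changes are as before. Quantile normalization gave 77 and 87 genes, pseudocounts of 0.1 and 10 gave 82 and 97 and 79 and 95, a prior spread that depends on expression 82 and 97, and edgeR 84 and 95. By fold change alone, 73 to 89 genes were higher and 92 to 100 lower across the 4 sets that each left out one library. The alternative without a coverage filter gave no values, since the genes under the filter are not used here.

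In RNA-seq, a pseudocount of 10 gave 24 higher genes in place of 41, 22 of them among the 41, and edgeR on the estimated counts gave 66, 40 of them among the 41. With limma, a pseudocount of 0.1 gave 31 higher genes, 27 of them among the 41, and 108 lower in place of 130. Lower genes numbered 130, and 50 when RNA-seq RPKM of the high-coverage genes was used, a table in which 83 of the 130 are absent. Without a test, a pseudocount of 0.1 raised the number of genes more than 2-fold higher from 65 to 101, and with one library left out it was 80 to 89, with 157 to 169 lower genes.

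In translation efficiency, the interaction over all 8 libraries gave 119 higher genes in place of 184, 115 of them among the 184, and 150 lower in place of 217. The paper's own per-gene test gave 0 higher genes and 1 lower gene, with 460 genes at an unadjusted p under 0.05, and the same test on the log2 ratio also 0 and 1, with 466. The genes called more than 2-fold higher or lower were 9 and 8. Testing with edgeR's interaction gave 142 and 209, and removing the trend with length 161 and 191. The RNA-seq libraries had a median of 416 to 551 reads per high-coverage gene and the Ribo-seq libraries one of 1526 to 2873, but the median log2 difference between replicates was 0.08 to 0.09 in both assays.

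The replicate number as a block left 0 genes called in RNA-seq in either direction (lowest adjusted p 0.0308, 1449 genes at an unadjusted p under 0.05) and 0 in translation efficiency (lowest adjusted p 0.0505, 636 genes at an unadjusted p under 0.05). The block takes 1 of the 2 residual degrees of freedom. The correlation of same-numbered cultures was 0.044 in Ribo-seq and -0.005 in RNA-seq, so that the numbers do not pair the cultures there, and 0.106 in translation efficiency. In Ribo-seq the block gave 82 and 97 genes again, and 3 r-protein genes. With the block limma gave every Ribo-seq gene the same standard error of 0.12, and in the fit without it every gene past 2-fold was also called, so that these counts could hardly differ and show no stability. Under the block, limma's camera with an inter-gene correlation of 0.01 gave p = 0.0356 for the r-protein set, against p = 0.00649 without it.

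Of the 54 r-protein genes, 3 were called more than 2-fold higher by limma, 1 by the per-gene tests, and 0 after quantile normalization or scaling to the genes other than r-protein genes, where the second moves all genes down nearly alike and does not change the r-protein genes relative to the others. The median log2 fold change of the set was 0.13, and limma's camera gave p = 0.0872 with the correlation estimated from the data, a test on 2 residual degrees of freedom. With the inter-gene correlation kept at 0.01, the median was 0.027 in RNA-seq RPKM (p = 0.454 by limma's camera), in translation efficiency 0.17 (p = 2.0e-05), and with each library centred 0.22 (p = 0.00207), a median raised by the constant alone. With one library left out, it ran from 0.10 to 0.16. After quantile normalization 29 of the 54 genes were higher, and the median of the set was that of all genes, with a distance of 0.00. Such a normalization can remove a rise shared by the most translated genes. The difference between the 11 genes and the other 43 was 0.36 in Ribo-seq and 0.12 in translation efficiency (permutation p = 0.138), 0.21 after quantile normalization, and from 0.33 to 0.40 with one library left out.

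The correlation between the strains was 0.946 as a Pearson correlation of log2 values in place of a Spearman correlation of 0.905, which ran from 0.902 to 0.905 with one library left out. The correlation of Ribo-seq and RNA-seq changes was 0.907 over the 798 genes with the highest mean RPKM in place of 0.862, and from 0.844 to 0.857 with one library left out.

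For the single genes named, a pseudocount of 0.1 took 4 results over the threshold to the side of no call, centring each library brought 1 to a call and RNA-seq RPKM in place of TPM 2, and the block took 32 to no call and left 45 where they were. All 308 values with one library left out moved by less than the spread between replicates, which follows from the design, since leaving out 1 of 2 libraries moves a mean by less than that spread, and shows no stability.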

Differences from the paper's values

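The paper gives 17 genes more than 2-fold higher and 38 more than 2-fold lower in Ribo-seq, and limma on log2(RPKM + 1) gave 82 and 97. Of the alternatives set before the data were examined, a per-gene test on linear RPKM came within 1.5 times of the paper's values, with 18 and 30 genes. The other alternatives gave from 50 to 105 higher and from 67 to 124 lower genes, and none of them closed the gap. The same per-gene test on log2 RPKM, which was chosen after seeing the values, gave 17 and 38, the paper's values, and its p-values are those of the authors' deposited table. The paper's text names the kind of test for Ribo-seq but not the scale.

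The paper names 1 r-protein gene, rpmF, as more than 2-fold higher, and limma gave 3, namely rpmF, rpmJ and rpmH. The per-gene test on linear RPKM gave 1, also rpmF, as did the per-gene test on log2 RPKM, which was chosen after seeing the values. Quantile normalization gave 0, scaling to the genes other than r-protein genes gave 0 by moving all genes down nearly alike, and the other alternatives set before the data were examined gave 3.

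For translation efficiency, the paper gives 0 genes with a significant difference, and limma gave 401, with a smallest adjusted p of 0.0031. The alternative with the replicate number as a block gave 0, with a lowest adjusted p of 0.0505 and 636 genes at an unadjusted p under 0.05, and it is the one alternative set before the data were examined whose count is the paper's. The paper's own per-gene test on the ratios gave 1 gene, thrA, and so did the same test on their log2 values. The lowest adjusted p-values of these tests were 0.0361 and 0.0239. At the 0.02 that the paper uses for Ribo-seq, neither test would call a gene. The remaining alternatives, at any size of change, gave from 269 to 464 genes. In the authors' deposited table, 1 gene, thrA, has an adjusted p under 0.05, of 0.0361.

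The paper gives a lowest and highest number of mapped RNA-seq reads of 5.1 M and 7.6 M per library, and the totals behind the RPKM values are 3.1 M and 4.2 M. None of the alternatives set before the data were examined concerns these totals. The estimated counts of the pseudo-alignment sum to between 3.5 M and 4.9 M per library. They cover coding sequences only, whereas the paper's values are reads mapped to the genome. Of the RNA-seq totals behind the RPKM values, 93.8% to 94.9% lie in the 1596 genes, and which reads they count is not stated. These totals may thus be unlike the paper's measure.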

Other observations

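The tests in this part on the calls in translation efficiency, on the copy number around yhhQ and on the coverage filter were chosen after the result was seen, and those on the 11 r-protein genes after the first counts of changed genes were seen, but before the values of the 11 genes were.

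The larger Ribo-seq rise of the 11 genes of underrepresented r-proteins was set against the change in mRNA and gene length. The difference between the 11 genes and the other 43 in RNA-seq was 0.680 of that in Ribo-seq, so that the larger part of it was also seen in the mRNA change. The remaining difference, in translation efficiency, was not resolved (0.12 on the log2 scale, permutation p = 0.138). After the median of length-matched genes outside the r-protein set was subtracted, -0.0405 of that difference was left, so the part in translation efficiency cannot be told apart from a trend with gene length. The trend is seen across genes. In genes outside the r-protein set, the Spearman correlation of the change with gene length was -0.28 in Ribo-seq, -0.14 in RNA-seq and -0.32 in translation efficiency. The median log2 change in translation efficiency was 0.38 for 40 genes under 200 nt, 0.25 for 121 genes of 200 to 300 nt, 0.10 for 384 genes of 300 to 600 nt, -0.03 for 635 genes of 600 to 1200 nt and -0.09 for 362 genes over 1200 nt. With each library left out in turn, the median of the shortest class stayed between 0.29 and 0.44. The median RNA-seq change was 0.26 for the genes under 200 nt and 0.15 for those of 200 to 300 nt, against 0.03 for those of 300 to 600 nt. Length matching was not applied to the RNA-seq difference of the 11 genes, so that part cannot be told apart from the trend either. What gives rise to the trend was not tested. The paper reports higher ribosome density at start codons and near the 3′ ends of genes in Ribo-T cells. Positions within genes were not analysed here, so the part of this excess in the trend cannot be told. Ribosomes lost along long genes, slower growth, or the fragments selected for sequencing may each contribute, although the paper saw no increase in abortive translation.

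Limma called 401 genes for translation efficiency where the paper's own per-gene test called 1, and 3 technical explanations for the calls were tested. After the trend with gene length was removed in each culture, 0.678 of the calls, 272 genes, remained. The share of calls among the genes in the lowest class of RNA-seq reads, up to 225 reads, was 0.923 of the share over all genes, so the calls are not concentrated among genes with few reads. In 20 simulations without a change, limma called a mean of 0.5 genes. The simulation draws the genes independently and cannot include a deviation that many genes of a culture share, such as a difference in growth or harvest between cultures, and with 2 cultures per strain the calls cannot be told apart from such a deviation. A small difference in translation efficiency at many genes may exist, with a median size of 0.47 among the calls on the log2 scale, but it rests on a test that shares the spread between genes.

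For the rise of yhhQ, a larger copy number of the region was tested with the 4 nearest genes. Their largest RNA-seq log2 change was 0.226 of that of yhhQ, on the side of dcrB, and tusA and zntA on the other side did not rise, so a gain of the region as a whole is unlikely. A gain of yhhQ alone, or a mutation near it in one of the strains, was not tested.

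Among the 130 mRNAs more than 2-fold lower in Ribo-T cells, 83 (63.8%) are absent from the Ribo-seq table of 1596 genes, against 30.6% of the unchanged genes with a similar wt TPM, a ratio of 2.09. The filter asks for coverage in all 4 Ribo-seq libraries, and genes that fell in Ribo-T cells may be left out by it for that reason. Whether the Ribo-seq signal of the absent genes fell cannot be read from the tables used here. The 97 lower genes are a count among the genes that passed the filter.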
